# LncRNA *EPR*-induced METTL7A1 modulates target gene translation

**DOI:** 10.1093/nar/gkac544

**Published:** 2022-06-24

**Authors:** Paola Briata, Luca Caputo, Ettore Zapparoli, Elisa Marcaccini, Mario Passalacqua, Lorenzo Brondolo, Domenico Bordo, Annalisa Rossi, Chiara Nicoletti, Gabriele Bucci, Pier Lorenzo Puri, Alberto Inga, Roberto Gherzi

## Abstract

*EPR* is a long non-coding RNA (lncRNA) that controls cell proliferation in mammary gland cells by regulating gene transcription. Here, we report on *Mettl7a1* as a direct target of *EPR*. We show that *EPR* induces *Mettl7a1* transcription by rewiring three-dimensional chromatin interactions at the *Mettl7a1* locus. Our data indicate that METTL7A1 contributes to *EPR*-dependent inhibition of TGF-β signaling. METTL7A1 is absent in tumorigenic murine mammary gland cells and its human ortholog (METTL7A) is downregulated in breast cancers. Importantly, re-expression of METTL7A1 in 4T1 tumorigenic cells attenuates their transformation potential, with the putative methyltransferase activity of METTL7A1 being dispensable for its biological functions. We found that METTL7A1 localizes in the cytoplasm whereby it interacts with factors implicated in the early steps of mRNA translation, associates with ribosomes, and affects the levels of target proteins without altering mRNA abundance. Overall, our data indicates that METTL7A1—a transcriptional target of *EPR*—modulates translation of select transcripts.

## INTRODUCTION

We have recently identified *EPR* (acronym for Epithelial Program Regulator, ENSMUST00000098713.5), an intergenic lncRNA highly enriched in epithelial tissues (1). Although *EPR* contains an open reading frame that is translated into a small peptide localized at epithelial cell junctions, we reported that this lncRNA profoundly affects gene expression in mammary gland cells with most changes being independent of the peptide biogenesis (1). We found that *EPR* overexpression prevents TGF-β-induced Epithelial to Mesenchymal Transition (EMT) and inhibits cell proliferation in immortalized mammary gland cells (1). We investigated this last aspect in detail and proved that *EPR* regulates the expression of *Cdkn1a*—the gene encoding the cyclin-dependent kinase inhibitor CDKN1A (p21WAF1/Cip1)—at both transcriptional and post-transcriptional levels (1). Importantly, *EPR* expression in transformed mammary gland cells restrains cell proliferation and migration and it impairs breast tumor formation in an orthotopic transplant model in mice (1). We demonstrated that *EPR* directly binds to chromatin and then—by integrating data derived from ChIRP-Seq (chromatin isolation by RNA purification followed by high-throughput sequencing), ChIP-Seq as well as RNA-Seq in a comprehensive analysis—identified a group of *bona fide* direct transcriptional *EPR* targets (2).

We wanted to investigate the connection between the transcriptional regulation exerted by *EPR* and the phenotypic changes induced by the lncRNA. To this purpose, among genes whose expression is enhanced by *EPR* through direct interaction with promoter/enhancer regions, we focused on *Mettl7a1* (*METTL7A* in human where is also known as AAM-B) which has been proposed to encode a putative *S*-adenosyl methionine (SAM)-dependent methyltransferase (3). Human METTL7A was described as an integral membrane protein anchored into the endoplasmic reticulum (ER) where it recruits cellular proteins for lipid droplet formation (3,4). METTL7A is downregulated in primary thyroid cancers and transformed thyroid cell lines compared to controls (5) and has been proposed to be a tumor suppressor in hepatocellular carcinoma (6). Mellor and colleagues demonstrated that RHOBTB1 depletion causes reduced Golgi integrity through METTL7B —a molecule very similar to METTL7A—and that METTL7A overexpression can compensate for METTL7B activity (7). Further, METTL7A promotes osteogenic differentiation under metabolic stress (8) and odontogenic differentiation (9). Biddy and colleagues reported that murine METTL7A1 is upregulated along with the reprogramming trajectory of mouse stem cells (10). In general, METTL7A is viewed as a factor involved in cell differentiation and tumor suppression even though one report has described METTL7A as an inducer of methotrexate resistance through activation of pro-survival signaling pathways in choriocarcinoma cells (11). Murine *Mettl7a1* has been poorly studied.

Here, we report that *Mettl7a1* is a direct transcriptional target of the lncRNA *EPR* and its induction is mediated by *EPR*-dependent rewiring of chromatin interactions at *Mettl7a1* locus. Importantly, METTL7A/METTL7A1 was found downregulated in human breast cancers and absent in tumorigenic murine mammary gland cells. *Mettl7a1* re-expression in 4T1 cancer cells reduces their transformation potential independently of the putative methyltransferase activity. Mechanistically, METTL7A1 interaction with RNA binding proteins and translation factors leads to selective mRNA translation.

## MATERIALS AND METHODS

### Cell lines, plasmids, siRNAs and transfections.

Murine immortalized NMuMG cells (ATCC, no. CRL-1636) were cultured in DMEM plus 10% FBS and 10 μg/ml bovine insulin (Sigma-Aldrich). NMuMG cells stably over-expressing full-length *EPR* (from nucleotide 1 to 1487 of murine BC030870, NMuMG-*EPR*) as well as cells stably transfected with the empty vector (mock) have been previously described (1) and were maintained in selective medium containing 800 μg/ml G418 (Sigma-Aldrich). For some experiments NMuMG-mock and NMuMG-*EPR* cells were maintained in DMEM supplemented with 2% for 16 h prior to the addition of 5 ng/ml human recombinant TGF-β1 purchased from R&D Systems. 4T1 mouse mammary gland cancer cells (obtained from ATCC, no. CRL-2539) were cultured in DMEM/F12 plus 10% FBS. NMuMG and 4T1 cells were stably transfected with full-length *Mettl7a1* cDNA cloned into pBICEP-CMV-2 vector using GenJet or Lipofectamine 3000 (SignaGen Laboratories and Thermo-Fisher) respectively and were maintained in selective medium containing 800 and 350 μg/ml G418 (SigmaAldrich), respectively. For some experiments, NMuMG cells were transiently transfected with either empty pCMV6-Ac-Myc-His (mock) or with full-length *Mettl7a1* cDNA cloned into the same vector. NMuMG cells were also transiently transfected with either empty pCMV6-Ac-Myc-His (mock) or with full-length murine *Hspa5* cDNA cloned into the same vector. METTL7A1(D98A) mutant was obtained by Site-Directed Mutagenesis of METTL7A1 expression vector using the QuikChange II mutagenesis kit (Agilent Technologies) and the oligonucleotide 5′-TCGGGGAAGCTAACTCTGCTGGAGGTGGGC-3′. Human osteosarcoma cells U2OS cells were obtained from the Biological Resource Center ICLC Cell bank at the IRCCS Ospedale Policlinico San Martino. siRNAs used to knockdown *EPR* were purchased by ThermoFisher (Assay IDs: n516913, n516914, n252093 and n252088) and utilized independently at the concentration of 10 nM each obtaining similar results. siRNA ID. n516913 was routinely used for most experiments. siRNAs used to knockdown *Mettl7a1* were purchased by ThermoFisher (Assay IDs: s206283, s206282 and s88576) and utilized independently at the concentration of 10 nM each obtaining similar results. siRNA ID. s206283 was routinely used for most experiments. Control siRNA was from Santa Cruz Biotechnology (sc-37007).

### Antibodies and cell extracts preparation

The antibodies used in this study are listed in Supplementary Table S1.

Cell extracts were prepared in lysis buffer (50 mM Tris–Cl, pH 8.0, 0.5% Triton X-100, 150 mM NaCl supplemented with complete protease and phosphatase inhibitors (Roche)). When indicated, cell extracts were pre-treated for 30 min at 37°C with RNase A (100 μg/ml).

### qRT-PCR and analysis of nascent transcripts

Total RNA was isolated using the TriPure reagent (Roche) and retro-transcribed (100 ng) using Transcriptor Reverse Transcriptase (Roche) and random hexamers according to manufacturer's instructions. Quantitative PCR was performed using the Luna Universal qPCR master mix (NEB), and the Realplex II Mastercycler (Eppendorf) according to manufacturer's instructions. The sequence-specific primers utilized for PCR reactions are listed in Supplementary Table S2 and have been synthesized by TIB MolBiol (Genova). To analyze gene expression changes among the pool of nascent mRNAs, we adopted the Click-It^®^ Nascent RNA Capture kit (ThermoFisher) and performed experiments according to manufacturer's instructions. Either NMuMG-*EPR* or mock cells were pulsed with 0.5 mM 5-ethynyl Uridine (EU) for 1 hour, clicked, retrotranscribed, and analyzed by qRT-PCR according to Click-iT Nascent RNA Capture kit instructions.

### RNA deep-sequencing (RNA-Seq) and RNA-Seq analysis

High-quality RNA was extracted from either mock or METTL7A1-overexpressing 4T1 cells (biological triplicates for each experimental condition), and a total of six libraries were prepared using standard Illumina Stranded Total RNA Prep with Ribo-Zero Plus protocol and sequenced on Illumina NovaSeq 6000. Image analysis and base calling were performed using the Illumina NovaSeq Control Software. This approach yielded between 30 and 70 million reads that were further processed. Raw reads were trimmed at the ends to remove low-quality calls with BBDuk v38.49 from BBTools suite (BBMap–Bushnell B.–sourceforge. net/projects/bbmap/). Paired-end reads were aligned and mapped to indexed mm10 genome with STAR v2.5.3a. R v3.5.1 and Bioconductor v3.8 were used for secondary analysis. featureCounts function from Rsubread v1.6.4 package was used to assign read counts to the genes of the Ensembl GRCm38.97 gene annotation. Only transcript with at least 1 cpm (counts per million) in at least three samples were considered. We kept mock vs METTL7A1 differentially expressed transcripts when the observed Bayesian statistic was significant (Benjamini and Hochberg corrected *P* value < 0.01; |log FC| > 1.5).

### Ribonucleoprotein complexes immunoprecipitation (RIP) assays

Briefly, total cell lysates were immunoprecipitated with Dynabeads (Thermo Fisher) coated with protein A/protein G and pre-coupled to specific antibodies at 4°C overnight. Pellets were washed three times with a buffer containing 50 mM Tris–HCl (pH 8.0), 150 mM NaCl, 0.5% Triton X-100, 1× Complete (Roche) (1). Total RNA was prepared from immunocomplexes using the QIAzol Lysis Reagent, retrotranscribed, and amplified by qPCR as described above. The primer sequences are listed Supplementary Table S2.

### m6A RNA Quantification

m6A RNA quantification was performed using the colorimetric EpiQuik m6A RNA methylation quantification kit (Epigentek).

### MeRIP analysis

Total RNA was extracted using Trizol reagent (Thermo-Fisher) following the manufacturer's procedure. The total RNA quality and quantity were analysed using the Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent). Poly(A)^+^ RNA was purified and fragmented into ∼100-nt-long oligonucleotides using divalent cations under elevated temperature. Then the cleaved RNA fragments were incubated for 2h at 4°C with m6A-specific antibody (No. 202003, Synaptic Systems) in IP buffer (50 mM Tris-HCl, 750 mM NaCl and 0.5% Igepal CA-630) supplemented with BSA (0.5 μg/ml). The mixture was then incubated with protein-A beads and eluted with elution buffer (1 × IP buffer supplemented with 6.7 mM m6A). Eluted RNA was precipitated with 75% ethanol. cDNA libraries were constructed from eluted m6A-containing RNA fragments and from untreated input control fragments. The average insert size for the paired-end libraries was ∼100 ± 50 bp. Library sequencing was performed on an Illumina Novaseq™ 6000 platform at the LC-BIO Bio-tech ltd (Hangzhou, China) following the vendor's recommended protocol.

### m6A-Seq data analysis

First, Cutadapt and perl in house scripts were used to remove the reads that contained adaptor contamination, low quality bases, and undetermined bases. Then sequence quality was verified using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). We used bowtie (http://bowtie-bio.sourceforge.net/index.shtml) to map reads to the genome of *Mus musculus* (Version: v101) with default parameters. Mapped reads of IP and input libraries were analyzed using the R package exomePeak (https://www.bioconductor.org/packages //2.13/bioc/html/exomePeak.html), which identifies m6A peaks in bed or bam format that can be adapted for visualization on the UCSC genome browser or IGV software (http://www.igv.org/). Called peaks were annotated by intersection with gene architecture using ChIPseeker (https://bioconductor.org/packages/devel/bioc/vignettes/ChIPseeker/inst/ doc/ChIPseeker.html). Then StringTie (https://ccb.jhu.edu/software/stringtie/) was used to perform expression level for all mRNAs from input libraries by calculating FPKM (FPKM = [total_exon_fragments/mapped_reads(millions) × exon_length (kB)]). The differentially expressed mRNAs were selected with |log_2_ FC| ≥ 1.5 and *P* value <0.01 by R package edgeR (https://bioconductor.org/packages/release/bioc/html/edgeR.html).

### Immunofluorescence

Mock cells (either NMuMG or 4T1) or their stable transfectants overexpressing FLAG-tagged METTL7A1 were plated on glass chamber-slides (60 000 cells/well). Immunofluorescence was carried out 2 days after plating essentially as reported in (1). Rabbit polyclonal anti-METTL7A antibody (Abcam) and anti-FLAG antibody (F1804, Sigma) were used at a 1:500 dilution. Secondary antibodies, Alexa Fluor 488 anti-rabbit (Thermo Fisher) dilution 1:400, Alexa 488 anti-mouse (ThermoFisher) dilution 1:400, were diluted in IF buffer and incubated for 30 min at 37°C. ER Tracker dye for endoplasmic reticulum labeling was from Molecular Probes (E34251). Nuclei were counterstained with TO-PRO-3 (ThermoFisher). Images were collected using a three-channel TCS SP2 laser-scanning confocal microscope (Leica Microsystems). Images were imported into ImageJ to split and merge channels, cropped and adjusted for resolution and for intensity level range using Photoshop (scale bar = 10 μm).

### Phalloidin staining

4T1 mock and 4T1-METTL7A1 cells were fixed in 4% formaldehyde, stained using Alexa Fluor 568 Phalloidin (ThermoFisher), and imaged with the TCS SP2 laser-scanning confocal microscope (Leica Microsystems).

### Clonogenic assay

The clonogenic (or colony forming) assay was performed essentially as summarized below. Mock cells (either NMuMG or 4T1) or their stable transfectants overexpressing FLAG-tagged METTL7A1 were plated in 6-well multi-wells plates (in sextuplicate). The number of cells plated has been established based on pilot experiments conducted in mock-transfected cells to obtain from 15 to 100 colonies per well after at least six replication times. Colonies were stained with 2 ml 0.01% (w/v) crystal violet in H_2_O for 30 min and counted using the imaging analysis software package ImageJ 1.53a (http://imagej.nih.gov/ij, NIH).

### Cell migration assay

Mock cells (either NMuMG or 4T1) or their stable transfectants overexpressing FLAG-tagged METTL7A1 were cultured in six-wells plates up to confluence (in sextuplicate) and pretreated for 2 h with 5 μg/ml Mitomycin C (Sigma-Aldrich). A wound was scratched into monolayers and cells were cultured for up to 48 h in the presence of 5 μg/ml Mitomycin C. Images were taken using an Olympus CKX41 microscope and analyzed using the ImageJ 1.53a package. Average distance of wound obtained from six microscopic fields was used for the calculation of percent wound healed. Experiments were performed three times in triplicate.

### Extracellular matrix invasion assay

The assay was conducted using the Cell Invasion Assay kit (ECM550 from EMD Millipore) according to manufacturer's instructions. After staining, images were taken using an Olympus CKX41 microscope and migrated cells were counted using the imaging analysis software package ImageJ 1.53a.

### Anchorage-independent cell growth

Anchorage-independent cell growth assays were assessed according to the protocol described in (1). Briefly, 2500 cells were seeded in 0.3% top agar in complete medium and placed on a layer of 0.5% of bottom agar in 12-well plates. Each cell line was seeded in sextuplicate and fed every 3 days. After 21 days, cells were colored with crystal violet and photographs were taken.

### Proteasome activity assay

The proteasome activity assay was carried out using the 20S Proteasome Assay Kit (Cayman Chemical). 4T1-mock and 4T1-METTL7A1 cells were cultured in 96-well plates and tested when confluency was near 90%, usually 24 h after seeding. Cells were washed twice with 20S proteasome assay buffer and lysed with 100 μl of the provided lysis buffer using an orbital shaker at room temperature for 30 min. 90 μl of the lysate was then transferred to a black flat-bottom 96-well plate and 10 μl of assay buffer or 10 μM Ixazomib (MNL2238), an inhibitor of chemotrypsin-like activity of the β5 subunit of the 20S proteasome, were added to respective wells to measure activity or test assay specificity. Enzymatic activity was quantified using a plate reader by measuring fluorescence units emitted at 480 nm (excitation at 360 nm) resulting from cleavage of the specific substrate SUC-LLVY-AMC provided.

### Click-iT^®^ metabolic labeling of proteins

4T1-mock and 4T1-METTL7A1 cells were labelled for 210 min with l-azidohomoalanine (AHA, Invitrogen). Extracts were prepared and Biotin Click-iT^®^ reactions were performed exactly as described in Manufacturer's instructions. Then ‘Clicked’ reactions were diluted and precipitated (overnight at 4°C rotating) with Streptavidin beads (MyONE-Streptavidin C1, Invitrogen). After extensive washes, proteins were eluted from beads with 1× SDS-Sample Buffer and analyzed by SDS-PAGE and Immunoblotting.

### CRISPR-Cas9 experiments

Two Guide RNA (gRNA) targeting the removal of the whole exon 1 (993 bp) of *Mettl7a1*-201 and 204 isoforms [ENSMUST00000067752.5 and ENSMUST00000229588.2, respectively] were designed, generated, and evaluated for their absence of off-target activity and ability to mediate cleavage and indel formation (Metttl7a1-g.: 5’-GCCGGGTAGGGCTCCGATTG-3’; Metttl7a1-g2: 5’-AAAACCTTCCAAGTCCCGGC-3’). NMuMG cells were transfected using Neon transfection system (Thermo Fisher). Genomic DNA was extracted from pooled cells and PCR tests were performed to evaluate the presence of the 5’ arm and the 3’ arm before and after editing as well as the presence of exon 1. Pools were subjected to single cell cloning via manual seeding (limiting dilution) into 96-well plates. Single cell clones were grown for about 20 days, DNA was extracted, and PCR was used to identify potential knock-out (KO) clones. PCR products from the heterozygous clones were purified and sequenced using next-generation sequencing to confirm the results.

### Analysis of METTL7A expression in human samples

To investigate the expression of METTL7A in cancer samples, we interrogated publicly available proteomic datasets from the Clinical Proteomic Tumor Analysis Consortium (CPTAC, NIH) using the interactive web resource UALCAN (12).

### *In situ* 3C analysis (a.k.a. 4C)

3C-Seq analysis was performed as previously described (13) with some modifications. Trypsinized cells were cross-linked in suspension with 2% formaldehyde for 10 min at room temperature in culture medium. Formaldehyde was then quenched with 200 mM of glycine for 5 min at 4°C. Cells were then washed in ice-cold PBS, pelleted, and lysed with lysis buffer (10 mM Tris–HCl pH 8.0, 10 mM NaCl, 0.2% NP40, 1× cOmplete [Roche]) for 10 min at 4°C. The nuclear pellets were washed once with PBS, snap-frozen, and stored at –80°C. Nuclei were incubated with 0.5% SDS in ultrapure H_2_O at 62°C for 10 min in a Thermomixer (600 rpm, Eppendorf) then SDS was quenched with Triton X-100 for 15 min at 37°C with shaking (600 rpm). Restriction Enzyme buffer (NEBuffer, New England Biolabs) was added to reach 1× final concentration. DNA was then digested with 600U *DpnII* restriction endonuclease (New England Biolabs) overnight at 37°C at 900 rpm. Inactivation of *DpnII* was performed by incubating the samples at 62°C for 20 min at 900 rpm. Digestion was checked by agarose gel electrophoresis and ligation with T4 DNA Ligase (New England Biolabs) was carried out for 4 h at 20°C at 900 rpm. DNA was then extracted with Phenol–chloroform–isoamyl alcohol mixture (Sigma Aldrich) and Ethanol precipitated. Ligation efficiency was checked by agarose gel electrophoresis. DNA (80 μg) was then digested with 80U *BfaI* restriction endonuclease (New England Biolabs) overnight at 37°C, extracted with Phenol–chloroform–isoamyl alcohol, Ethanol precipitated, and re-ligated with T4 DNA ligase (overnight at 16°C). After further phenol–chloroform–isoamyl alcohol extraction and Ethanol precipitation, DNA was resuspended in 10 mM Tris–HCl pH 8.0 and purified using the High Pure PCR purification kit (Roche). 3C-Seq libraries construction with Illumina primers was performed as described in Stadhouders *et al.* (13).

### 3C-Seq data analysis

3C-Seq libraries were sequenced on Illumina NextSeq 500 in single-end and 75 cycle mode. Reads were processed with pipe4C v1.0 pipeline (14) using UCSC mm10 reference genome, chr15:100,302,780 as viewpoint, and CAGCAACCACATGGTGGCTCA sequence as primer. Peaks were then called using PeakC v0.2 R package (15) with a window size of 10 (wSize = 10), i.e. the number of fragments over which the averaging is performed. ‘Cis’ peaks were selected within 200kb from the viewpoint.

### 3C-PCR

3C-PCR experiments were conducted as described in Hagege *et al.* (16). The sequence of primers used is presented in Supplementary Table S2.

### Sucrose-gradient fractionation and polysome profiling

Experiments were performed as described (1). Either 4T1 mock or 4T1-METTL7A1 cells (∼70% confluence) were treated with cycloheximide (0.1 mg/ml) for 5 min at 37°C, washed twice with PBS supplemented by 0.01 mg/ml cycloheximide, scraped in PBS 1× with 0.01 mg/ml cycloheximide, pelleted by centrifugation, lysed in 500 μl of ice-cold Lysis Buffer (salt solution 1×, 1% Triton-X100, 1% NaDeoxycholate, 0.2 U/μl RNase inhibitor, 1 mM DTT, 0.01 mg ml − 1 cycloheximide), centrifuged for 5 min at 16 000 × g at 4°C, and supernatants were loaded onto sucrose gradients. One ml fractions were collected monitoring the absorbance at 260 nm using a Density Gradient Fractionation System by Teledyne ISCO with sensitivity set to 0.2. Using the profile of the 260 nm absorbance, fractions corresponding to free ribosomal subunits (40S and 60S) and monosomes (80S, considered as not translating), separately from fractions corresponding to light polysomes (2–5 ribosomes) and heavy polysomes (>6 ribosomes) were pooled together for RNA extraction (see below). Proteins were isolated from each fraction through TCA/acetone precipitation. The same volume of 100% ice-cold acetone and 1/10th of TCA was added to each fraction. The samples were placed at –80°C overnight and then centrifuged at 16 000 × g for 10 min at 4°C. Pellets were washed three times with 1 ml of 100% ice-cold acetone, dried at RT for 5 min and resuspended in SDS-PAGE loading buffer.

### Analysis of mRNA distribution profiles in polysome fractions

RNA was extracted from either separate polysome fractions or from pooled fractions (see above) prepared from either 4T1 mock or 4T1-METTL7A1 cells as described in Panda *et al.* (17), retrotranscribed and subjected to qPCR analysis as described above using the transcript-specific primers listed in Supplementary Table S2.

### *In silico* modeling

The model of the METTL7A1 methyltransferase domain was obtained through the web tool Modbase (https://salilab.org/modbase), based on the crystal structure of the SAM dependent methyltransferase from *Pyrococcus horikoshii* (PDB: 1ZWN, 20% amino acid identity with METTL7A1).

### nLC–ESI–MS/MS analysis and Identification of METTL7A1 molecular partners

To identify molecular partners of METTL7A1, 2 mg of total extracts from either mock or NMuMG-Mettl7a1 were immunoprecipitated with anti-FLAG antibody and the immunocomplexes separated by SDS-PAGE electrophoresis and silver stained. Every entire lane was cut in three slices and submitted to a standard in-gel protocol digestion. Reduction with 10-mM DTT, alkylation with 55-mM iodoacetamide, and trypsin digestion were carried out as previously reported (18). After acidification with 0.1% formic acid, peptide mixtures were concentrated and desalted on homemade StageTips C18 (19). Peptides were injected on an UPLC EASY-nLC 1000 (Thermo Scientific) and separated on a 25 cm fused-silica emitter of 75 μm inner diameter (New Objective, Inc. Woburn, MA, USA), packed in-house with ReproSil-Pur C18-AQ 1.9 μm beads (Dr Maisch Gmbh, Ammerbuch, Germany) using a high-pressure bomb loader (Proxeon, Odense, Denmark) (18).

A gradient of eluents A (2% acetonitrile, 0.1% formic acid) and B (80% acetonitrile with 0.1% formic acid) was used to achieve separation, from 5 to 100% B (in 30 min, 250 nl/min flow rate). The nLC system was connected to a quadrupole Orbitrap QExactive-HF mass spectrometer (ThermoFisher) equipped with a nanoelectrospray ion source (Proxeon Biosystems). MS data were acquired using a data-dependent acquisition (DDA) top 15 method with HCD fragmentation. Survey full scan MS spectra (300–1750 Th) were acquired in the Orbitrap with 60 000 resolution, AGC target 1e6, and IT 120 ms. For HCD spectra, resolution was set to 15 000 at *m*/*z* 200, AGC target 1e5, and IT 120 ms: NCE 28% and isolation width 3.0 *m*/*z*. Injection volume was set at 4 μl. Raw data were processed with Proteome Discoverer (version 1.4.1.14, Thermo Scientific) and Mascot (version 2.6.0, Matrix Science) searching against the UniProtKB Mouse complete proteome database (80894 entries), assuming a fragment ion mass tolerance of 0.020 Da and a parent ion tolerance of 10 ppm; the specified enzyme was trypsin with up to 2 missed cleavage allowed; carbamidomethylation of cysteine was set as fixed modifications; oxidation of methionine and N-terminal acetylation were set as variable modifications. Scaffold (version 4.4.3, Proteome Software Inc.) was used to validate MS/MS-based peptide and protein identifications. Peptide identifications were accepted when probability, calculated using Scaffold Local FDR algorithm, was greater than 95%. Protein identifications were accepted when probability was >99% and proteins contained at least four identified peptides. We arbitrarily considered only peptides that were either absent in the immunocomplexes from mock cells or, when present, at least four times more represented in NMuMG-METTL7A1 than in mock cells. Proteins that share similar peptides and could not be differentiated based on MS/MS analysis alone were grouped to satisfy the principles of parsimony.

### nLC–ESI–MS/MS analysis and protein quantification

Proteomics analyses were performed on 4T1 cells either mock or overexpressing *Mettl7a1* (in biological triplicates). 15 × 10^6^ cells were lysed in 8 M urea, 100 mM Tris–HCl pH 8 (Urea buffer) and sonicated with BIORUPTOR Pico (Diagenode) (3 cycles: 30 s on/30 s off).

The extracted proteins were quantified by BCA kit (ThermoFisher) and 50 μg of proteins were reduced and alkylated by adding 10 mM TCEP (Thermo Scientific) and 40 mM 2-chloroacetamide (Sigma-Aldrich) in 8 M urea 100 mM Tris pH 8 for 30 min at room temperature. Urea buffer was diluted to 2 M with 100 mM Tris–HCl pH 8 and proteins were digested with trypsin (Trypsin, Sequencing Grade, modified from Roche) (1:50 = enzyme: proteins) overnight at RT. Peptides were acidified to 5% formic Acid (Sigma-Aldrich) and purified on a C18 StageTip. 2 μl of digested sample were injected onto a quadrupole Orbitrap Q-exactive HF mass spectrometer (Thermo Scientific). Peptide separation was achieved on a gradient of eluents A (2% acetonitrile, 0.1% formic acid) and B (80% acetonitrile with 0.1% formic acid) from 0 to 100% B (in 75 min, 250 nl/min flow rate) on UHPLC Easy-nLC 1000 (Thermo Scientific). The LC system was connected to a 25-cm fused-silica emitter of 75 μm inner diameter (New Objective), packed in-house with ReproSil-Pur C18-AQ 1.9 μm beads (Dr Maisch Gmbh) using a high-pressure bomb loader (Proxeon). The mass spectrometer was operated in DDA mode with dynamic exclusion enabled 15 s, MS1 resolution 60 000, MS1 AGC target 3e6, MS1 IT 20 ms, MS2 resolution 15 000, MS2 AGC target 1e5, MS2 IT 80 ms, and MS2 NCE 28%. For each cycle, one full MS1 scan range 300–1650 *m*/*z* was followed by 15 MS2 scans using an isolation window of 2.0 *m*/*z*. Raw MS files were processed with MaxQuant software (1.5.2.8), making use of the Andromeda search engine (20). MS/MS peak lists were searched against the UniProtKB Mouse complete proteome database (80 894 entries) in which trypsin specificity was used with up to two missed cleavages allowed. Searches were performed selecting alkylation of cysteine by carbamidomethylation as fixed modification, and oxidation of methionine, N-terminal acetylation as variable modifications. Mass tolerance was set to 5 and 10 ppm for parent and fragment ions, respectively. A reverse decoy database was generated within Andromeda, and the false discovery rate (FDR) was set to <0.01 for peptide spectrum matches (PSMs). For identification, at least two peptide identifications per protein were required, of which at least one peptide had to be unique to the protein group.

### Quantitative and statistical analysis

Statistical analysis was performed via Perseus platform (version 1.5.1.6) included in the MaxQuant package. LFQ Intensity were *z*-score normalized and missing values were replaced by random numbers drawn from a normal distribution by the function ‘imputation’. *T*-test, Permutation test analysis were performed applying FDR <0.05 or *P* value <0.05 as reported.

All the graphs, calculations, and statistical analyses were performed using GraphPad Prism software version 9.0 for MacOS (GraphPad Software).

## RESULTS

### Transcriptional regulation of *Mettl7a1* gene by *EPR*

Our previous data indicate that *EPR* limits cell proliferation and migration in mammary gland models (1). We chose to focus our studies on *Mettl7a1*, one of the candidate direct transcriptional targets of *EPR* (2), since our meta-analysis of publicly available proteomic datasets showed that human METTL7A is downregulated in breast cancer as well as in several other cancers (Supplementary Figure S1A).

Both stable and transient full-length *EPR* overexpression in murine immortalized mammary gland NMuMG cells enhances *Mettl7a1* mRNA and protein levels (Figure 1A and Supplementary Figure S1B). Analysis of nascent transcripts revealed that the induction is largely transcriptional (Figure 1B). Importantly, *EPR* silencing in either NMuMG or in NMuMG cells stably overexpressing the lncRNA (NMuMG-*EPR* cells) resulted in a significant reduction of *Mettl7a1* mRNA levels (Figure 1C and Supplementary Figure S1C).

**Figure 1.**
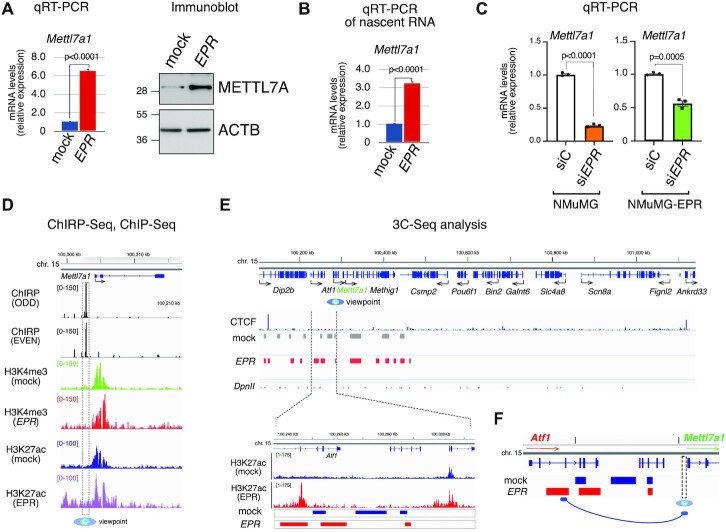
Transcriptional regulation of *Mettl7a1* by *EPR* in NMuMG cells. (**A**) (left) Total RNA was extracted from mock and NMuMG-*EPR* cells and analyzed by qRT-PCR as indicated; (right) total extracts from mock and NMuMG-*EPR* cells were analyzed by SDS-PAGE followed by Immunoblot as indicated. The immunoblots displayed are representative of three experiments that yielded similar results (**B**) qRT-PCR analysis of nascent mRNAs in mock and NMuMG-*EPR* cells. (**C**) qRT-PCR analysis of *Mettl7a1* in either NMuMG or NMuMG-*EPR* transiently transfected with either control siRNA (siC) or siRNA designed to silence *EPR* expression (si*EPR*). The values of qRT-PCR experiments shown are averages (±SEM) of three independent experiments performed in triplicate. Statistical significance (Student's t test) has been calculated using GraphPad Prism 9 for macOS software. (**D**) From top to bottom: genomic coordinates, RefSeq gene from Integrative Genome Viewer (Broad Institute), snapshots of ChIRP-Seq experiments, snapshots of H3K4me3 and H3K27ac ChIP-Seq (2) analyses performed in NMuMG-mock (mock) and NMuMG-*EPR* (*EPR*) centered on *Mettl7a1* gene. The region used as viewpoint for 3C-Seq analysis is surrounded by a vertical dashed box and indicated at the bottom by a blue eye. (**E**) (upper panel), from top to bottom: genomic coordinates, RefSeq genes from Integrative Genome Viewer (Broad Institute), snapshot of CTCF ChIP-Seq (derived from GSM2425116), 3C-Seq bins in NMuMG-mock (mock) and NMuMG-*EPR* (*EPR*) cells, *DpnII* restriction sites. (Lower panel), close-up representation of the region located within the dashed lines. From top to bottom: genomic coordinates centered on the *Atf1* locus, snapshot of H3K27ac ChIP-seq (2) in NMuMG-mock (mock) and NMuMG-*EPR* (*EPR*) cells, 3C-Seq bins in NMuMG-mock (mock) and NMuMG-*EPR* (*EPR*) cells. 3C-Seq analysis was performed using biological duplicates. (**F**) Schematic representation of the proposed *EPR*-mediated recruitment of a putative distal enhancer to the *Mettl7a1* promoter region. 3C-Seq analyses were conducted on biological duplicates.

We have demonstrated by ChIRP-Seq analysis that *EPR* binds to the promoter/enhancer region of *Mettl7a1* gene but, intriguingly, this interaction is not accompanied by local enrichment of the histone activation marks H3K4me3 and H3K27ac, differently from most other *EPR* direct targets that we have identified (Figure 1D, (2)). Thus, we hypothesized that *EPR* binding mediates long-range tridimensional arrangements of chromatin that bring some distal enhancer regions in proximity to the *Mettl7a1* promoter. To verify this hypothesis, we performed Chromosome Conformation Capture (3C) analysis coupled to high throughput sequencing (3C-Seq) to characterize the spatial interaction within *Mettl7a1* locus using the *EPR*-bound *Mettl7a1* distal promoter region as viewpoint in mock and NMuMG-*EPR* cells (Figure 1D, (2)). We restricted our analysis to regions contained within two CTCF sites that define the boundaries of Insulated Neighborhoods which typically constrain promoter-enhancer functional interactions (21). Multiple promoter-interacting elements were detected by 3C-Seq in this area, and some showed specific peaks in NMuMG-*EPR* cells (Figure 1E, top panel). Among these, we focused on an intronic region of the *Atf1* gene located approximately 58 kb at the 5’ of *Mettl7a1* transcription start site (magnified in Figure 1E, bottom panel) that displays a strong H3K27ac ChIP-Seq signal in NMuMG-*EPR* cells (Figure 1E, bottom). We confirmed the interaction of *Mettl7a1* promoter with this putative intronic enhancer by both PCR and qPCR (Supplementary Figure S1D). Importantly, *EPR* silencing in NMuMG-*EPR* cells caused a strong reduction of this interaction as revealed by PCR and qPCR analyses (Supplementary Figure S1E).

Altogether our data indicate that *EPR* activates *Mettl7a1* gene transcription by favoring the interactions between *EPR*-bound promoter region and a distal enhancer element (schematic in Figure 1F).

### METTL7A1 is a component of an EPR-dependent pathway in NMuMG cells.

We wanted to investigate the contribution of METTL7A1 to the effects that EPR exerts in NMuMG cells (1). Indeed, overexpression of a FLAG-tagged METTL7A1 in NMuMG cells (NMuMG-METTL7A1 cells, Figure 2A) regulates the mRNA levels of factors involved in cell adhesion and intercellular junctions in a way similar to *EPR* overexpression (Supplementary Figures S2A and B). Accordingly, *Mettl7a1* silencing in NMuMG-*EPR* cells reduces the expression of factors that are upregulated upon *EPR* overexpression (Figure 2B, Supplementary Figure 2C (1)). Further, Figure 2C and D show that NMuMG-METTL7A1 cells display impaired clonogenic potential and migration when compared to mock cells. We also show that, like *EPR*, *Mettl7a1* mRNA levels are rapidly reduced in NMuMG cells upon treatment with TGF-β with *EPR* down-regulation preceding *Mettl7a1* down-regulation by about 4 h (Figure 2E, (1)). In Rossi *et al.* (1), we reported that *EPR* overexpression prevents TGF-β-dependent modulation of factors involved in EMT. Here, we show that forced expression of METTL7A1 in NMuMG cells impairs the TGF-β-induced expression of a group of genes implicated in EMT (Figure 2F, (1)).

**Figure 2.**
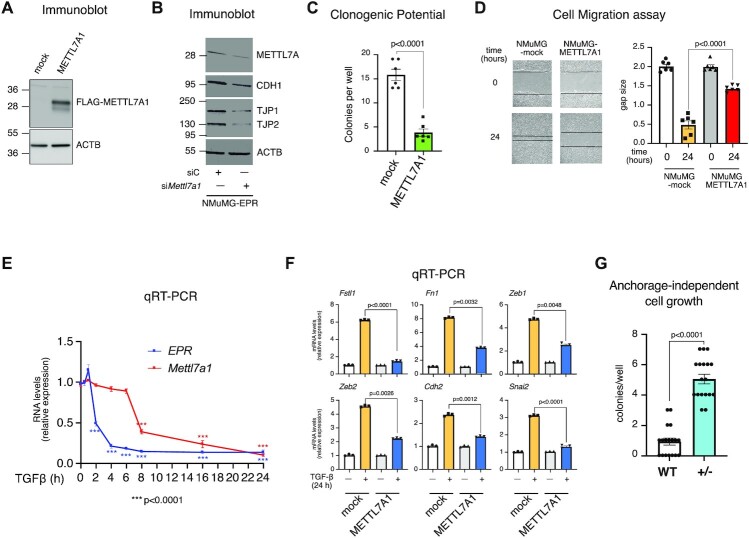
METTL7A1 is a component of an *EPR*-dependent pathway in NMuMG cells. (**A**) Total extracts were prepared from NMuMG cells stably transfected with either the empty vector (mock) or FLAG-tagged METTL7A1 expressing vector (METTL7A1) and analyzed by SDS-PAGE followed by Immunoblot as indicated. (**B**) NMuMG-*EPR* were transiently transfected with either control siRNA (siC) or siRNA designed to silence *Mettl7a1* expression (si*Mettl7a1*), total extracts were prepared and analyzed by SDS-PAGE followed by Immunoblot as indicated. The immunoblots displayed in panels A and B are representative of three experiments that yielded similar results. (**C**) Either mock or NMuMG-METTL7A1 cells were plated at low density in sextuplicate. After 6–10 days colonies were stained and counted using the imaging analysis software package ImageJ 1.53a (http://imagej.nih.gov/ij, NIH). The values are averages (±SEM) of three independent experiments performed in sextuplicate. (**D**) Scratch wound healing assays. (right) Scratch wounds were introduced into confluent monolayers of either mock or NMuMG-METTL7A1 cells. Cultures were photographed and the width of the wound was measured at 0 hr and 24 hr after the scratch was made. (left) The gap area (arbitrary units) for each cell type at each time point was plotted. The values are averages (±SEM) of three independent experiments performed in sextuplicate. (**E**) qRT-PCR analysis of either *EPR* or *Mettl7a1*in NMuMG cells serum-starved (2% FBS, 16 h) and either treated with TGF-β (5 ng/ml) for the indicated times or left untreated (time 0). (**F**) qRT-PCR analysis of the indicated transcripts in either mock or NMuMG-METTL7A1 cells serum-starved and either treated with TGF-β (5 ng/ml) (+) for 24 h or left untreated (−). The values of qRT-PCR experiments shown are averages (±SEM) of three independent experiments performed in triplicate. Statistical significance (Student's *t* test) has been calculated using GraphPad Prism. (**G**). Wild-type NMuMG (WT) and NMuMG heterozygous for *Mettl7a1* CRISPR-Cas9 mediated deletion (+/−) were cultured in soft agar for 21 days and phase contrast micrographs were taken at 10X magnification. The number of colonies was counted and plotted. The values are averages (±SEM) of three independent experiments performed in sextuplicate. Statistical significance (Student's t test) has been calculated using GraphPad Prism 9 for macOS software.

We utilized CRISPR-Cas9 technology to knock-out *Mettl7a1* gene in NMuMG cells. Despite repeated attempts with different gRNAs, we could not obtain homozygous knock-out cells, and this suggests that *Mettl7a1* might be an essential gene for NMuMG cells viability. Nevertheless, the phenotype analysis of a representative heterozygous clone revealed that ablation of one allele of *Mettl7a1* results in a significant increase of anchorage-independent growth of NMuMG cells that, being not transformed, do not proliferate in semi-solid media under standard conditions (Figure 2G (22)).

In conclusion, our data suggest that METTL7A1 mediates some of the functions exerted by *EPR* in immortalized mammary gland cells.

### METTL7A1 is a cytoplasmic protein in NMuMG cells and its expression is severely reduced in transformed cell lines

We analyzed cellular localization of METTL7A1 and found that it is located in the cytoplasm of NMuMG cells (Supplementary Figure S3A, B). It has been previously reported that human METTL7A localizes in lipid droplets (3). However, not all cell types possess lipid droplets as shown in NMuMG cells where an antibody directed to Perilipin 2 (anti-PLIN2)—able to coat intracellular lipid storage droplets—did not show any specific staining, contrary to what was observed in U2OS cells (positive control) (Supplementary Figure S3C).

According to the evidence that METTL7A is downregulated in human breast cancers (Supplementary Figure S1A), we found that *Mettl7a1* mRNA levels are also strongly reduced in some murine transformed mammary gland cell lines when compared to immortalized NMuMG cells (Figure 3A). We expressed FLAG-tagged METTL7A1 in triple-negative mesenchymal-like mammary gland cancer cells 4T1—in which the protein is virtually absent—(4T1-METTL7A1 cells) and we first observed that also the transfected FLAG-METTL7A1 almost completely localized in the cytoplasm (Figures 3B, C). Further, colocalization with two markers of the ER—calnexin and ER-tracker—revealed that METTL7A1 associated, at least in part, with the ER as confirmed by METTL7A1 co-immunoprecipitation with the ER-resident protein HSPA5 (a.k.a. BiP) (Figure 3D, E, Supplementary Figure S3D).

**Figure 3.**
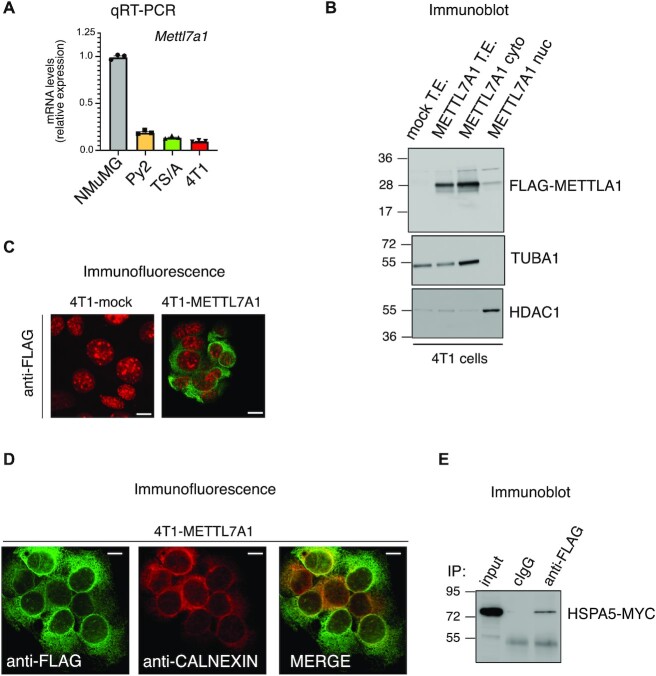
METTL7A1 expression is severely reduced in transformed cell lines. (**A**) The expression of *Mettl7a1* was quantified by qRT-PCR analysis in the indicated cell types. The values of qRT-PCR are averages (±SEM) of three independent experiments performed in triplicate. (**B**) Total, cytoplasmic, and nuclear extracts were prepared from either mock or 4T1-METTL7A1 cells were analyzed by SDS-PAGE followed by Immunoblot using the indicated antibodies. (**C**) Immunofluorescence analysis of either 4T1-mock or 4T1-METTL7A1 cells grown on chamber slides and stained with anti-FLAG antibody. Scale bars represent 50 μm. (**D**) Immunofluorescence analysis of 4T1-METTL7A1 cells grown on chamber slides and stained as indicated. Scale bars represent 50 μm. Immunofluorescence analyses presented in panels (C) and (D) are representative of at least five fields evaluated in two biological replicates. (**E**) Coimmunoprecipitation of FLAG-tagged METTL7A1 expressed in 4T1-METTL7A1 cells transiently co-transfected with MYC-tagged HSPA5. The immunoblots displayed in panels B and E are representative of three experiments that yielded similar results.

Altogether our data indicate that both endogenous METTL7A1 and FLAG-tagged transfected METTL7A1 are cytoplasmic proteins associated, in part, with the ER. Importantly, METTL7A1 is not expressed in transformed mammary gland cells.

### METTL7A1 expression in transformed cells impairs their tumorigenic potential.

We hypothesized that *Mettl7a1* expression in 4T1 cells affects their behavior. We analyzed the phenotype of 4T1-METTL7A1 compared with mock cells and, first, observed that they display a significantly reduced clonogenic potential and an impaired growth ability in semisolid media (Figure 4A, B). Further, Phalloidin staining of mock- and METTL7A1-transfected 4T1 cells revealed different patterns. While mock cells displayed F-actin thick parallel bundles within cells, 4T1-METTL7A1 cells exhibited a pattern of F-actin predominantly organized in cortical bundles, reminiscent of untransformed epithelial cells (Figure 4C). This redistribution could result in altered migration properties and, indeed, our data indicate that METTL7A1 expression significantly reduces the migration potential of 4T1 cells (Figure 4D). Finally, while 4T1 mock cells possess a strong ability of invading extra-cellular matrix, the expression of *Mettl7a1* significantly reduces their invasion potential (Figure 4E).

**Figure 4.**
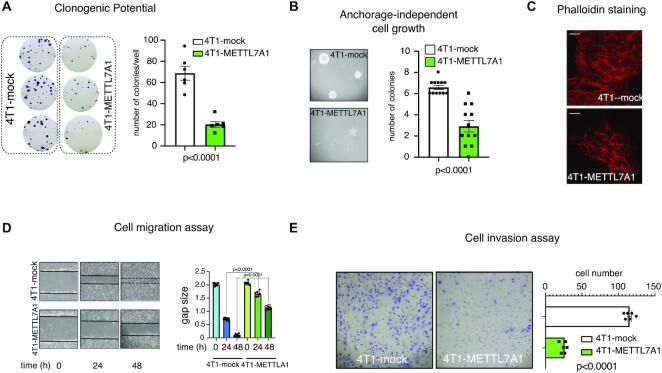
METTL7A1 expression in 4T1 transformed cells impairs their proliferation, migration, and invasion. (**A**) Either mock or 4T1-METTL7A1 cells were plated at low density in sextuplicate. After 6–10 days, colonies were stained and counted using the imaging analysis software package ImageJ 1.53a (http://imagej.nih.gov/ij, NIH). On the left a representative image of stained colonies. The values of three independent experiments performed in sextuplicate (±SEM) are plotted on the right. (**B**) Either 4T1-mock or 4T1-METTL7A1 were cultured in soft agar for 21 days and phase contrast micrographs were taken at 10X magnification. The number of colonies was counted and plotted. A representative image of colonies is shown on the left while the values in the bar graph (on the right) are averages (±SEM) of three independent experiments performed in sextuplicate. (**C**) Either 4T1-mock or 4T1-METTL7A1 were cultured on chamber slides and stained using Alexa Fluor 568 Phalloidin to visualize the actin cytoskeleton. Representative images of at least five fields of each biological duplicate are shown. Scale bars represent 50 μm. (**D**) Scratch wound healing assays. Scratch wounds were introduced into confluent monolayers of either 4T1-mock or 4T1-METTL7A1 cells. Cultures were photographed and the width of the wound was measured at 0, 24 and 48 h after the scratch was made. The gap area (arbitrary units) for each cell type at each time point was plotted. The values are averages (±SEM) of three independent experiments performed in sextuplicate. (**E**) Extracellular matrix invasion assay. 500 000 cells (either 4T1-mock or 4T1-METTL7A1) were seeded in inserts (8 μm pore size polycarbonate membrane coated with extracellular matrix) containing serum-free medium. Inserts were placed in 24-well plates filled with 20% FCS-containing medium. After 48 h, upper cells were removed and migrated cells were stained with Crystal violet and micro-photograms were taken (representative image on the left). Migrated cells were counted and plotted (right). The values are averages (±SEM) of three independent experiments performed in triplicate. Statistical significance (Student's *t* test) has been calculated using GraphPad Prism 9 for macOS software.

Both human METTL7A and mouse METTL7A1 have been reported as putative methyltransferases (3,8). We wanted to investigate whether the phenotype that we observed in 4T1 upon expression of *Mettl7a1* was dependent on the predicted methyltransferase activity. Protein sequence analysis of human and rodent METTL7A1 family members (Figure 5A) revealed that they structurally belong to *Class I* methyltransferases containing the Rossmann fold which is the binding pocket for SAM (a common substrate involved in methyl group transfer) (23). Based on the modeling of the SAM binding pocket (Figure 5B), we identified Aspartic acid at position 98 (D98) as an amino acid potentially involved in METTL7A1 enzymatic activity. D98 was mutagenized to Asparagine (N) that possesses a sterically similar side chain but should significantly reduce the affinity of the protein for SAM. The mutant protein METTL7A1-D98N was stably expressed in 4T1 cells (4T1-D98N cells) (Figure 5C). 4T1-D98N cells exhibited reduced clonogenic potential, growth in soft agar, and migration with a behavior very similar to that displayed by 4T1-METTLA1 cells (Figure 5D–F). Further, considering that N6-methyladenosine (m^6^A) modification of RNA represents a very common modification operated by methyltransferases, we quantified METTL7A1-induced m6A modification of total RNA. The analysis of m^6^A-modified RNA using a colorimetric assay showed no significant difference between 4T1-METTL7A1 and mock cells (Figure 5G).

**Figure 5.**
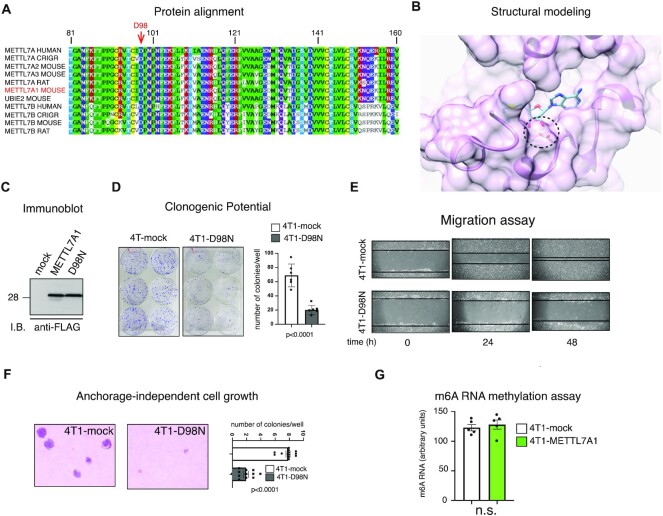
Mutation in the SAM binding domain leaves unaffected METTL7A1 function in 4T1 cells. (**A**) Multiple alignment of the putative Methyltransferase domain of human METTL7A and METTL7B with homologous rodent sequences. (**B**) Model structure of METTL7A1 together with a SAM molecule in the binding pocket. The double hydrogen bond between the SAM ribose O2 and O3 hydroxyl oxygens and the Asp98 side chain are shown as dotted red lines. (**C**) Total extracts were prepared from 4T1 cells stably transfected with either the empty vector (mock) or FLAG-tagged METTL7A1 expression vector (METTL7A1) or with the FLAG-tagged D98N mutant of METTL7A1 (D98N) and analyzed by SDS-PAGE followed by Immunoblot as indicated. The immunoblot is representative of three experiments that yielded similar results. (**D**) Either mock or 4T1-D98N cells were plated at low density in sextuplicate. After 6–10 days, colonies were stained and counted using the imaging analysis software package ImageJ 1.53a (http://imagej.nih.gov/ij, NIH). On the left a representative image of stained colonies. The values of three independent experiments performed in sextuplicate (±SEM) are plotted on the right. (**E**) Scratch wound healing assays. Scratch wounds were introduced into confluent monolayers of either 4T1-mock or 4T1-D98N cells. Cultures were photographed and the width of the wound was measured at 0, 24 and 48 h after the scratch was made. Representative images of three independent experiment performed in sextuplicate are shown. (**F**) Either 4T1-mock or 4T1-D98N were cultured in soft agar for 21 days and phase contrast micrographs were taken at 10× magnification. The number of colonies was counted and plotted. A representative image of colonies is shown on the left while the values in the bar graph (on the right) are averages (±SEM) of three independent experiments performed in sextuplicate. (**G**) Total RNA was extracted from either 4T1-mock or 4T1-METTL7A1 and m6A was quantified using the colorimetric EpiQuik m6A RNA methylation quantification kit. The values are averages (±SEM) of five independent experiments performed in duplicate. Statistical significance (Student's t test) has been calculated using GraphPad Prism 9 for macOS software and indicated.

Altogether these data indicate that the expression of METTL7A1 in 4T1 cells impairs their transformation potential independently of its putative methyltransferase activity.

### METTL7A1 belongs to a multi-protein complex that includes translation factors and affects protein expression in 4T1 cells.

To gain insight into METTL7A1 molecular functions, we performed immunoaffinity purification of proteins interacting with FLAG-tagged METTL7A1 in NMuMG-METTL7A1 cells followed by Mass Spectrometry (MS) analysis whose results were filtered through highly stringent criteria (see Materials and Methods). We selected 87 interactors (59 were absent in immunocomplexes from mock cells and 28 displayed a ≥4-fold enrichment in immunocomplexes from NMuMG-METTL7A1 when compared to mock cells). Metascape analysis (http://metascape.org) revealed enrichment in factors involved in RNA metabolism, mRNA translation, and cytoskeleton organization among METTL7A1 interactors (Figure 6A). Strikingly, the analysis of protein-protein interactions performed by using the online STRING tool (24) showed that the vast majority (∼90%) of identified METTL7A molecular partners belong to a single large cluster (Supplementary Figure S4A). Then, we performed co-immunoprecipitation experiments that confirmed METTL7A1 interaction with factors implicated in translation initiation (including EIF3A, EIF4B, EIF2S1, EIF4E, DDX3X, FMR1, CYFIP1, PABPC1) and with RNA binding proteins (including HNRNPM, IPO5 and SYNCRIP) (Figure 6B and C). The observed interactions are RNA-independent being unaffected by cell extracts treatment with RNase A (Figure 6B).

**Figure 6.**
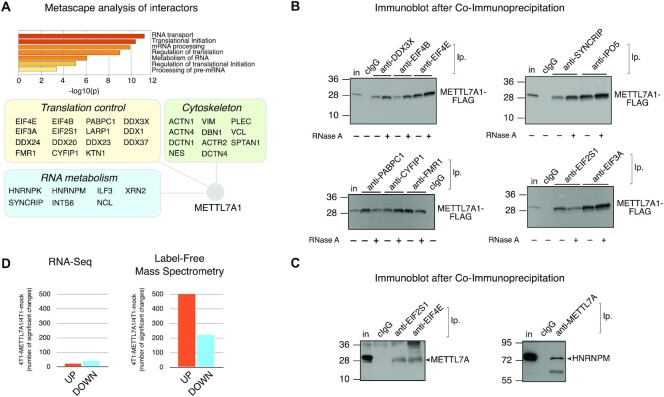
METTL7A1 belongs to a multi-protein complex that includes translation factors and affects protein expression in 4T1 cells. (**A**) Metascape analysis of METTL7A1 partners identified by MS after immunopurification of protein complexes (top panel). Interactors belonging to three major functional categories are represented in the schematic (bottom panel). (**B**) Co-immunoprecipitation of FLAG-tagged METTL7A1 with its molecular partners in 4T1 cell extracts. When indicated, cell extracts were pre-treated for 30 min at 37°C with RNase A (100 μg/ml). (**C**) Co-immunoprecipitation of endogenous METTL7A1 with its molecular partners in NMuMG cell extracts. Immunoprecipitations and immunoblots shown in panels B and C are representative of three experiments that yielded similar results. (**D**) Number of significant transcript changes based on RNA-Seq (left panel) and protein changes based on label-free MS (right panel) in 4T1-METTL7A1 cells compared to 4T1-mock cells.

Next, we investigated whether METTL7A1 expression in 4T1 cells results in gene expression changes. First, we performed RNA-Seq analysis in 4T1-METTL7A1 compared to mock cells and this analysis revealed that METTL7A1 has a limited effect on the transcriptome of 4T1 cells (Figure 6D, left panel). In parallel, we performed MS-based label-free protein quantification in 4T1-METTL7A1 in comparison to mock cells and observed a significant number of changes in protein expression (Figure 6D, right panel). Interestingly, gene ontology analysis of the molecular function of the proteins whose levels are affected by METTL7A1 expression in 4T1 cells revealed a highly significant representation of RNA binding proteins, proteins implicated in translation initiation as well as factors involved in cell adhesion (Supplementary Figure S4B).

Altogether our data indicate that METTL7A1 interacts with several factors involved in mRNA translation and RNA metabolism and suggest that it might be involved in protein translation.

### METTL7A1 modulates translation of select genes

We resolved polysome fractions from cytoplasmic extracts derived from NMuMG cells through sucrose gradient centrifugation (Figure 7A, top panel). Immunoblot analysis of gradient fractions revealed that METTL7A1 is mainly present in subpolysomal fractions together with some regulators of protein translation that we identified as METTL7A1 molecular partners (Figure 7A, bottom panel and see also Figure 6 and Supplementary Figure S4).

**Figure 7.**
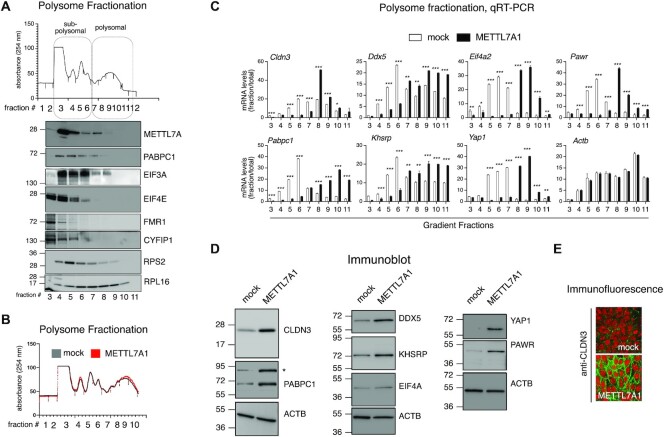
METTL7A1 modulates translation of select genes. (**A**) Representative example of polysome profiles obtained from cytoplasmic lysates of NMuMG cells fractionated by sucrose gradients. The relative absorbance of the various fractions is indicated (top panel). Immunoblot analysis of protein extracted from each gradient fraction. The identity of the proteins is indicated on the right. (**B**) Representative example of polysome profiles obtained from cytoplasmic lysates of 4T1-mock cells (mock) and 4T1-METTL7A1 cells (METTL7A1) fractionated by sucrose gradients. The relative absorbance of the various fractions is indicated. Polysome profiles are representative of at least three independent fractionations performed on biological triplicates. (**C**) qRT-PCR analysis of RNA extracted from the indicated polysome fractions and total RNA prepared from 4T1-mock cells (mock) and 4T1-METTL7A1 cells (METTL7A1). RNA levels in each fraction are presented upon normalization for total RNA levels (see Supplementary Figure S5A). The values of qRT-PCR experiments shown are averages (±SEM) of three independent experiments performed in triplicate. Statistical significance (Student's t test) has been calculated using GraphPad Prism 9 for macOS software (* *P*< 0.01, ** *P*< 0.001, *** *P*< 0.0001). (**D**) Immunoblot analysis of lysates prepared from 4T1-mock cells (mock) and 4T1-METTL7A1 cells (METTL7A1). The identity of each protein is presented on the right. Asterisk marks the position of a non-specific band. E. Immunofluorescence analysis of 4T1-METTL7A1 cells grown on chamber slides and stained with anti-CLDN3 antibody. Scale bars represent 50 μm.

Next, we analyzed polysome profiles from cytoplasmic extracts derived from 4T1 mock and 4T1-METTL7A1 cells and observed that the expression of METTL7A1 did not alter the global profile (Figure 7B). Therefore, we hypothesized that METTL7A1 expression could affect the translation of specific mRNAs. To verify this hypothesis, we took advantage of RNA-Seq analyses performed on total RNA (see above) and on RNA purified from either sub-polysomal or polysomal fractions, as well as on our label-free MS analysis. 

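The RNA-Seq of pooled gradient fractions comprised 12 libraries of 4T1 cells, a mouse mammary gland cancer line, stably transfected with either the empty vector (mock) or METTL7A1. Before lysis, cycloheximide was added at 0.1 mg/ml during 5 min to hold the ribosomes on the mRNA, and cytoplasmic extracts were then separated on sucrose gradients. Fractions 3 to 7 formed the sub-polysomal pool and fractions 8 to 11 the polysomal pool. Each of the 4 combinations of genotype and pool had 3 replicates, lettered A to C in mock and D to F in METTL7A1 cells. As the authors describe, stranded libraries of rRNA-depleted RNA were sequenced as paired ends, aligned to the mm10 mouse genome with STAR and counted per gene with featureCounts. The deposited values are these counts without normalization. Whether the counting used the strand is not stated, so genes that overlap on opposite strands, like genes with near-identical copies, may have shared reads. Total counts per library lay between 1817520 and 5738989 (median 3608679) in mock sub-polysomal RNA and between 5966935 and 6966156 (median 6033575) in mock polysomal RNA. In METTL7A1 cells they lay between 3670942 and 5171156 (median 5004430) in sub-polysomal RNA and between 5358491 and 6890725 (median 6436665) in polysomal RNA. The number of reads that the paper gives belongs to its total RNA libraries, which were not analysed here. At these depths, 3 counts in a library equal between 0.431 and 1.65 CPM, the paper's unit of counts scaled to library size. The filter and thresholds were those the paper states for its RNA-Seq. The 12224 genes with at least 1 CPM in at least 3 libraries were tested, and a gene was called at an adjusted p-value below 0.01 and a log2 change beyond 1.5 either way. Counts were scaled by edgeR's TMM method and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, in one fit of all 12 libraries with a mean per group. The shift to polysomes was the polysomal to sub-polysomal change in METTL7A1 cells minus the same change in mock cells, in which a gene's total RNA level cancels.

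The transfected gene separated the genotypes in each library. Mettl7a1 (chromosome 15, 100304180 to 100328662 of GRCm38) had 4 to 24 counts in the mock libraries and 989 to 2436 counts in the METTL7A1 libraries. Its level was 3.05 ± 0.213 CPM (SD, n = 3) in mock and 297.8 ± 21.8 CPM (SD, n = 3) in METTL7A1 polysomal RNA. The log2 change averaged over both pools was 6.77 (standard error 0.18, adjusted p = 3.48e-15 from edgeR's quasi-likelihood test). Of the transcripts chosen beforehand to check the pools, 1 of each kind is given first. The non-coding RNA Neat1 was lower in the polysomal than in the sub-polysomal pool, with a log2 change of -1.95 (standard error 0.26) in mock and -1.90 (standard error 0.25) in METTL7A1 cells. Pkm mRNA was higher in the polysomal pool, with a log2 change of 0.97 in both genotypes (standard error 0.16). Gapdh, Tubb5, Vim and Eno1 were also higher there, while Eef2 was not clearly so (0.33 in mock cells, adjusted p = 0.124 from edgeR's quasi-likelihood test). Rn7sk and Rpph1 were lower there in both genotypes. Single ratios went the other way for Malat1 (0.26 in mock replicate B) and Rmrp (2.35 in METTL7A1 replicate F, with few counts). Mitochondrial transcripts made up 4.37% to 8.49% of the counts in sub-polysomal libraries and 0.684% to 2.14% in polysomal libraries.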

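Polysomal and sub-polysomal RNA differed widely in both genotypes. In mock cells 923 genes were called between the pools, 84 higher and 839 lower in polysomal RNA, and in METTL7A1 cells 1480 genes, 215 higher and 1265 lower. The excess of lower genes came with the limit on the log2 change. At an adjusted p-value below 0.05 with no such limit, 2850 genes were higher and 2896 lower in mock cells, and 3670 higher and 3578 lower in METTL7A1 cells. The number of genes called higher also moved with single replicates and scaling. In mock cells it was 55 without mock replicate A and 153 without mock replicate C. In METTL7A1 cells 81 genes were called higher and 1656 lower when each library was scaled to its Actb count. The first principal component, with 55.6% of the variance, parted the pools, and the second, with 21.6%, parted the genotypes. The test of the shift to polysomes called 0 of the 12224 genes, and 0 genes had an adjusted p-value below 0.05 without the limit on the log2 change. The smallest adjusted p-value was 0.0939 from edgeR's quasi-likelihood test. At an unadjusted p below 0.05 there were 1911 genes, 819 with a shift towards and 1092 with a shift away from polysomes. That count was 1125 without METTL7A1 replicate D and 1255 without METTL7A1 replicate E. The log2 shift had a median of -0.0079 and an SD of 0.58 over all tested genes. In 2788 genes (22.8%) the polysomal to sub-polysomal ratios of the 3 METTL7A1 replicates did not overlap those of the 3 mock replicates, where chance gives 10% for a single gene. Genes are not independent replicates, so this share does not by itself show an effect of METTL7A1. The shift fell with the GC content of the transcript (Spearman correlation -0.476 across 10842 protein-coding genes). After a correction for GC content, chosen after the data were seen, 1368 genes had an unadjusted p below 0.05 from edgeR's quasi-likelihood test. In simulated counts with the same depths and spread, the test called 35 of 50 genes given a log2 shift of 2 and 47 of 50 given a log2 shift of 3. A log2 shift of 1 lies below the limit for a call, and 1 of 50 was called, while 22 of 50 had an adjusted p-value below 0.05. Apart from the planted shifts, the simulated genes did not differ between pools or genotypes and had no GC trend. The rates may therefore be higher than in the real libraries. The number of genes found for the shift was moved most by DESeq2 at an adjusted p-value below 0.05 with no limit on the log2 change. That setting, chosen after the data were seen, gave 368 genes.

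**Figure D1:**
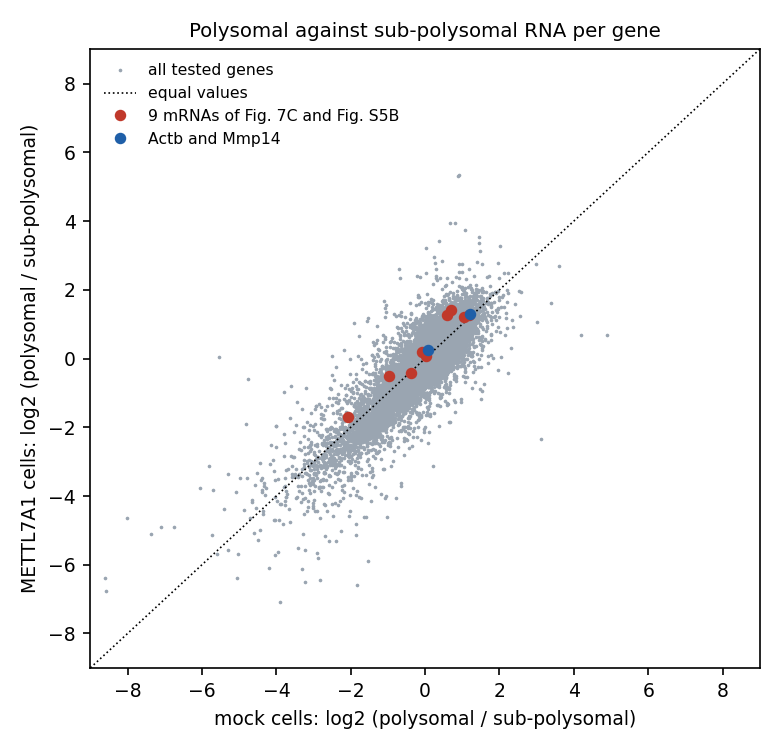
Log2 polysomal to sub-polysomal change of each of the 12224 tested genes in mock cells (x axis) and METTL7A1 cells (y axis), each from 3 libraries per pool; the dotted line marks equal values. The 9 mRNAs that the paper measured across gradient fractions are red and its controls Actb and Mmp14 blue. They lie within the cloud of the other genes.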

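The pools held counts for the 9 mRNAs that the paper followed by qRT-PCR in single fractions (Fig. 7C and Supplementary Fig. S5B). The genes are listed by symbol, with positions on GRCm38. Cldn3, a tight junction gene, lies on chromosome 5 (134986214 to 134987472), and Itgb2, an integrin gene, on chromosome 10 (77530252 to 77565686). Pawr lies on chromosome 10 (108332121 to 108414240) and Yap1 on chromosome 9 (7931999 to 8004596). The RNA helicase gene Ddx5 lies on chromosome 11 (106780355 to 106788532), and Khsrp, which encodes an RNA-binding protein, on chromosome 17 (57021051 to 57031522). The translation factor genes are Eif4a2 (chromosome 16, 23107444 to 23114117), Eif4g1 (chromosome 16, 20672723 to 20692884) and Pabpc1 (chromosome 15, 36595661 to 36608973).

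None of the 9 passed an adjusted p-value of 0.01 over all genes. In the fit of all 12 libraries with TMM scaling, the largest shift of the 9 was that of Ddx5. Ddx5 had a log2 shift of 0.73 (standard error 0.23, 95% confidence interval 0.24 to 1.21, adjusted p = 0.146 from edgeR's quasi-likelihood test). Its log2 polysomal to sub-polysomal ratio was 0.68 ± 0.32 (SD, n = 3) in mock and 1.43 ± 0.11 (SD, n = 3) in METTL7A1 cells. The sub-polysomal pool accounted for this, since Ddx5 fell there from 274.1 ± 30.1 CPM (SD, n = 3) to 153.4 ± 11.2 CPM (SD, n = 3). Ddx5 did not rise in polysomal RNA, where its log2 change between genotypes was -0.11 (standard error 0.16), against -0.84 in sub-polysomal RNA. Itgb2 had a log2 shift of 0.68 (standard error 0.24, adjusted p = 0.183 from edgeR's quasi-likelihood test). It exceeded that of Ddx5 without mock replicate C (0.79 against 0.56) and after a correction for GC content (0.75 against 0.53). The Itgb2 ratio rose from 0.56 ± 0.18 (SD, n = 3) to 1.25 ± 0.04 (SD, n = 3). Its mRNA was higher in METTL7A1 cells in both pools, with log2 changes of 1.79 in polysomal and 1.10 in sub-polysomal RNA. Eif4a2 followed with a log2 shift of 0.44 (standard error 0.20, adjusted p = 0.302 from edgeR's quasi-likelihood test). It also came from a sub-polysomal fall, with log2 changes of 0.021 in polysomal and -0.42 in sub-polysomal RNA. Pabpc1 had a log2 shift of 0.37 (standard error 0.28) and Pawr one of 0.28 (standard error 0.20). Pabpc1 was lower in METTL7A1 cells in both pools (polysomal -0.24, sub-polysomal -0.61). Pawr, like Itgb2, was higher in both (polysomal 0.41, sub-polysomal 0.13). In these 5 mRNAs every METTL7A1 replicate had a higher ratio than every mock replicate (two-sided exact permutation test, p = 0.1, the smallest p that 3 replicates against 3 allow). The log2 shifts of Yap1 (0.14), Eif4g1 (0.086), Khsrp (0.037) and Cldn3 (-0.026) were all smaller than their standard errors (0.19, 0.21, 0.20 and 0.32). Cldn3 rose alike in the pools, by a log2 of 1.92 in polysomal and 1.95 in sub-polysomal RNA. Its shift changed sign to 0.27 without mock replicate C and to 0.33 without METTL7A1 replicate D. Without METTL7A1 replicate E, the shifts of Khsrp and Eif4g1 were -0.17 and -0.033. Adjusted over the list alone, Ddx5 and Itgb2 both had an adjusted p-value of 0.0448. The paper states that it selected these mRNAs by protein level in its MS analysis, and it names these RNA-Seq data beside that analysis. The list was therefore not shown to be independent of these libraries, and this adjustment is not taken as independent evidence. Taken as a list, 8 of the 9 mRNAs had a shift above 0, with a median of 0.28 (camera test, adjusted p = 0.0284 over 15 lists; fry, adjusted p = 0.0326; camera with the correlation estimated from the data, adjusted p = 0.414). The median changed most when each library was scaled to its Actb count, to 0.11.

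The control mRNA Actb (chromosome 5, 142903115 to 142906754) had a log2 shift of 0.16 (standard error 0.23, adjusted p = 0.779 from edgeR's quasi-likelihood test). Mmp14 (chromosome 14, 54431612 to 54445364) had a log2 shift of 0.082 (standard error 0.29, adjusted p = 0.923 from edgeR's quasi-likelihood test). Leaving out mock replicate A or B or METTL7A1 replicate E or F turned the Mmp14 shift slightly negative, to -0.045 at most. With all 12 libraries, the shifts of Pawr, Pabpc1, Yap1, Khsrp, Eif4g1 and Cldn3 lay within 1 of their own standard errors of the Actb shift. When 1 replicate was left out, the Actb shift ran from 0.053 without mock replicate B to 0.31 without mock replicate A. Yap1 and Eif4g1 stayed within 1 standard error of it, while Pawr, Pabpc1, Khsrp and Cldn3 did not in every fit. Without mock replicate A, for example, Khsrp was at 0.10 (standard error 0.20) and Cldn3 at -0.083 (standard error 0.33).

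**Figure D2:**
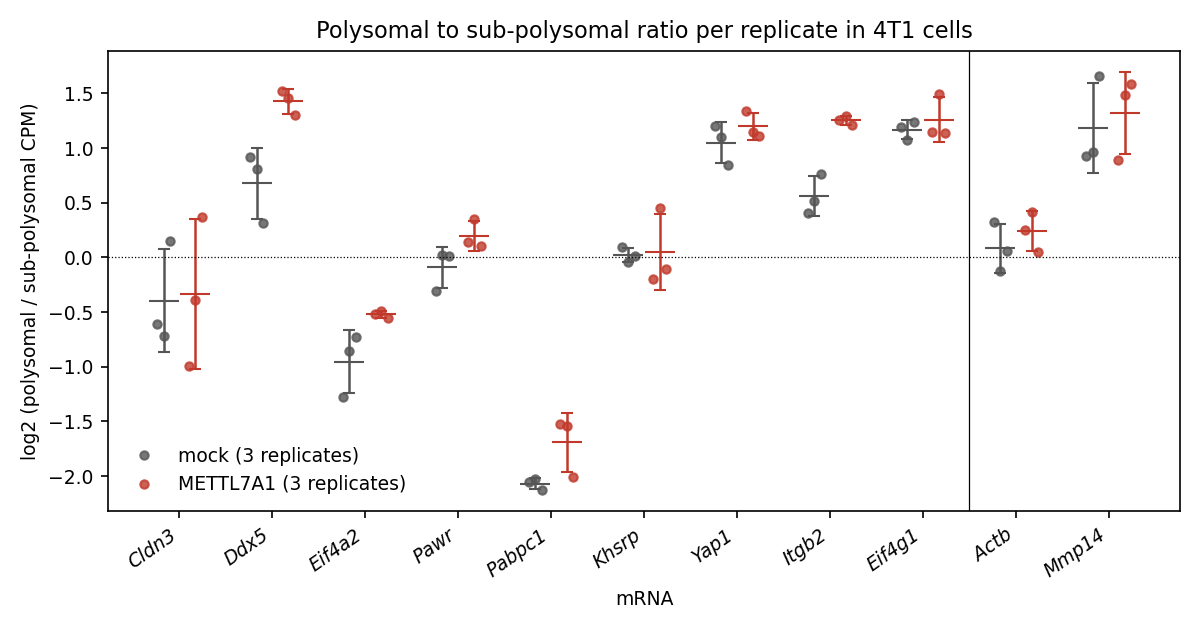
Log2 polysomal to sub-polysomal CPM ratio of each replicate (points) with mean and SD (bars), for 3 mock (grey) and 3 METTL7A1 (red) replicates. Points of the genotypes are apart for Ddx5, Eif4a2, Pawr, Pabpc1 and Itgb2, as in Ddx5 with means of 0.68 and 1.43, and overlap for the other mRNAs, Actb and Mmp14 included.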

We selected a representative number of factors whose expression is enhanced in 4T1-METTL7A1 cells at the protein level (according to the top functional categories detected in our label-free MS analysis, Supplementary Figure S4B) and analyzed by qRT-PCR the levels of the corresponding transcripts across RNA extracted from each fraction of the sucrose gradient profiles upon normalization with the respective total mRNA levels. Data shown in Figure 7C, Supplementary Figure S5A, and S5B show that METTL7A1 expression in 4T1 cells causes a shift of select mRNAs from sub-polysomal fractions to polysomal fractions. *Actb* and *Mmp14* were used as negative controls. Immunoblot and immunofluorescence analyses demonstrated that the METTL7A1-induced shift of mRNAs from subpolysomal to polysomal fractions results in increased protein levels (Figures 7D, E). Metabolic labelling of cells with L-azidohomoalanine (AHA) followed by Biotin Click-iT^®^ reaction and precipitation with Streptavidin beads supported our hypothesis that METTL7A1 favors biosynthesis of select factors (Supplementary Figure S5C shows CLND3 as an example and ACTB as a negative control). Further, analysis of proteasome activity did not reveal differences between mock and 4T1-METTL7A1 cells ruling out an effect of METTL7A1 on protein degradation (Supplementary Figure S5D).

We explored the possibility that METTL7A1 favors the association of the mRNAs shown in Figure 7C with translation factors by immunoprecipitating ribonucleoprotein complexes (RIP analysis) from either 4T1-mock or 4T1-METTL7A1 cells using antibodies directed to EIF4E, EIF2S1, EIF3 and EIF4B. As shown in Supplementary Figure S6A, the interaction between these translation factors and METTL7A1 targets is significantly enhanced in 4T1-METTL7A1 cells while the interaction with control mRNA *Actb* is unaffected.

Altogether our data show that METTL7A1 is present in subpolysomal fractions and contributes to translation of select genes likely by influencing the step of translation initiation.

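In the RNA-Seq of the pools, METTL7A1 cells differed from mock cells in both pools. In polysomal RNA 260 genes were called, 120 higher and 140 lower in METTL7A1 cells, and in sub-polysomal RNA 337 genes, 183 higher and 154 lower. The split by direction moved with single replicates. Without METTL7A1 replicate E, 103 genes were higher and 86 lower in polysomal RNA, and 143 higher and 90 lower in sub-polysomal RNA. With each library scaled to its Actb count, which took the median of all genes to 0.26 in sub-polysomal RNA, 359 genes were called higher and 88 lower there. Of the 260 and 337 genes, 167 were called in both pools in the same direction and 0 in opposite directions. The log2 changes in the pools had a Spearman correlation of 0.629 across genes, which are not independent replicates. At an adjusted p-value below 0.05, 1433 genes changed in the same direction in both pools and 3 in opposite directions, from edgeR's quasi-likelihood test. Among the mRNAs the paper studied, Cldn3 and Mettl7a1 itself were called in both pools. A further 93 genes were called in polysomal RNA alone and 170 in sub-polysomal RNA alone. For none of these was the difference between the pools past the threshold of the shift test. The counts of called genes moved most with the threshold, and at an adjusted p-value below 0.05 without a limit on the log2 change they were 2197 in polysomal and 3834 in sub-polysomal RNA. The paper reasons from the redistribution of the mRNAs across gradient fractions by qRT-PCR, from the higher protein levels of their products and from their stronger association with translation factors. It also used metabolic labelling of new proteins, with CLDN3 as its example and ACTB as control. From an unchanged proteasome activity it ruled out an effect on protein degradation. With METTL7A1 found in the subpolysomal fractions, it concludes that METTL7A1 contributes to the translation of select genes, and it proposes an effect at initiation.

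**Figure D3:**
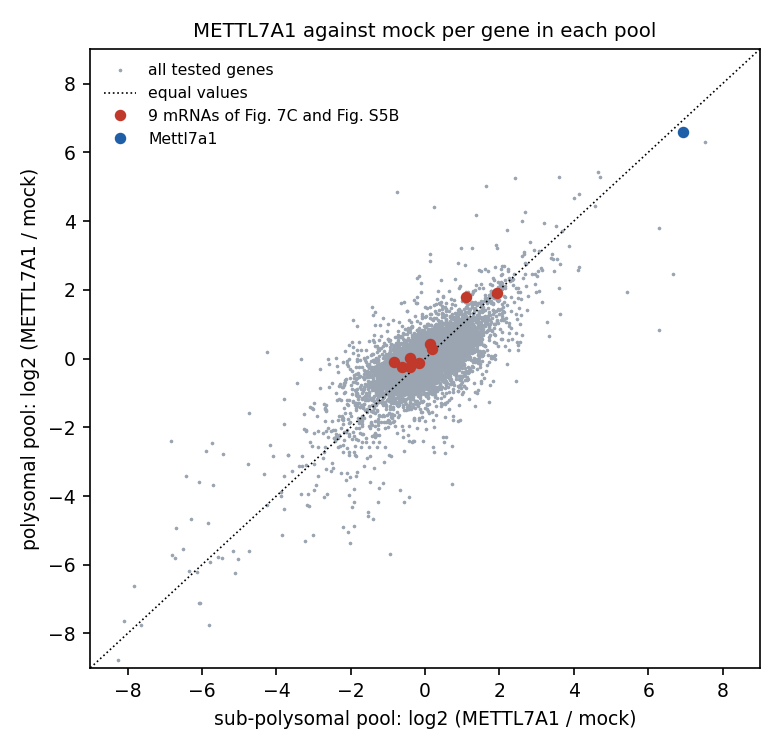
Log2 change of each of the 12224 tested genes in METTL7A1 against mock cells in the sub-polysomal pool (x axis) and the polysomal pool (y axis), with 3 libraries per genotype and pool; the dotted line marks equal values. The 9 mRNAs are red, and Mettl7a1 (blue) lies at 6.93 and 6.60.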

## DISCUSSION

In this report we provide evidence that *Mettl7a1* gene is transcriptionally induced by the lncRNA *EPR* and modulates the translation of select mRNAs.

We were intrigued by our previous results showing that, despite a strong interaction of *EPR* with *Mettl7a1* regulatory region and a significant induction of *Mettl7a1* in NMuMG-*EPR* cells, we did not observe enhanced local levels of histone activation marks as occurs for most *EPR*-bound transcriptionally activated genes (2). Here we show that *EPR* activates *Mettl7a1* gene transcription through reconfiguration of three-dimensional (3D) chromatin architecture. Our finding allows us to hypothesize that *EPR*, by interacting with chromatin, might be instrumental for 3D chromatin reconfiguration on a genome-wide scale. Promoter-capture Hi-C experiments are currently in progress in our laboratory to verify the extent of *EPR*-dependent chromatin changes in the genome.

*Mettl7a1* shares with *EPR* the rapid downregulation of its expression upon treatment with TGF-β and its forced expression in immortalized mammary gland cells impairs the TGF-β-dependent induction of genes involved in EMT. METTL7A1 expression is downregulated in a variety of human cancers and, accordingly, it is virtually absent in murine mammary gland cancer cells including triple negative-like 4T1 cells. Interestingly, also *EPR* is barely detectable in transformed mammary gland cells (1), and our evidence that METTL7A1 expression in 4T1 cells inhibits colony forming activity, migration, ECM invasion, and growth in semisolid media suggests the possibility that METTL7A1 mediates certain cellular functions of *EPR*.

The molecular mechanism(s) underlying human METTL7A functions have never been explored in depth and information about murine METTL7A1 is missing. In this report, we provide initial characterization of METTL7A1 activity in modulating translation of select mRNAs. N^6^-methyladenosine (m^6^A) is the most prevalent internal modification existing on eukaryotic mRNA (25), and it impacts a variety of physiological events and, among them, mRNA translation efficiency (26). While this manuscript was in preparation, Yang and colleagues (27) described human METTL7A as a component of a ribonucleoprotein complex that can interfere with protein translation through m^6^A methylation of specific exosomal lncRNAs in adipocytes. Although both the exclusively cytoplasmic localization of METTL7A1 and the evidence that D98N mutant recapitulates the biological functions of the wild-type protein make unlikely a role for METTL7A1 as a m6A ‘writer’, we performed methylated RNA immunoprecipitation followed by high throughput sequencing (MeRIP-Seq) in mock and *Mettl7a1*-expressing 4T1 cells. MeRIP-Seq results revealed that METTL7A1 expression in 4T1 cells causes m6A changes in a very limited number (= 4) of transcripts (Supplementary Figure S6B). Among these, three RNAs encode proteins but the expression of none of them is affected by METTL7A1 expression in 4T1 cells. The differences between our results and Yang's paper might be ascribed to differences in the cell type as well as in the N-terminal sequence of mouse METTL7A1 and human METTL7A (see Supplementary Figure S6C). These differences could result in different cellular localization of mouse METTL7A1 compared to human METTL7A.

Based on our results showing that METTL7A1 is a cytoplasmic protein whose expression in 4T1 cells affects protein levels without substantial changes in mRNA abundance, we propose here a role for METTL7A1 as a regulator of select mRNA translation. Our hypothesis is supported by the evidence that METTL7A1 is present in ribosome fractions and associates with factors involved in the first steps of translation.

Recently the cytoplasmic component of METTL3 has been reported to promote mRNA translation through association with translation initiation factors independently of either its methyltransferase activity or interaction with downstream m^6^A ‘reader’ proteins (28). Further, Lin *et al.* demonstrate that METTL3 promotes cancer cell growth, survival, and invasion (28). Based on our results we propose that METTL7A1 restrains the tumorigenic potential of mammary gland cancer cells and this is obtained independently of m^6^A RNA modification activity.

We identified a group of mRNAs whose translation is regulated by METTL7A1, and focused only on transcripts whose translation is activated since our proteomic analysis showed that enhanced expression accounts for most protein changes induced by METTL7A1 expression. We were unable to identify any common motif in the 5’ UTR sequence of translationally regulated mRNAs, thus further studies will be required to clarify the molecular basis of mRNA translation selectivity.

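The 5′ UTRs of the 9 mRNAs were taken from the principal transcript of each gene in the GENCODE annotation of GRCm38. They were 89 nt (Khsrp) to 467 nt (Pabpc1) long with a median of 231 nt, against 185 nt over the 10489 tested genes with a 5′ UTR of at least 20 nt. Their median GC content was 65.4%, against 65.2% over those genes. An ATG upstream of the start codon occurred in 4 of the 9 (Eif4a2, Yap1, Itgb2 and Eif4g1), and in 53% of the genes. The 5′ end lies at position 57031488 of chromosome 17 for Khsrp, 36608973 of chromosome 15 for Pabpc1 and 134986214 of chromosome 5 for Cldn3. The 5′ UTR of Khsrp reads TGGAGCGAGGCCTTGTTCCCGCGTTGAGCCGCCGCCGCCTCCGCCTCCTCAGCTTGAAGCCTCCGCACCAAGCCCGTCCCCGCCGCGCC. That of Pabpc1 begins with CCCCTTCTCC, a run of pyrimidines after a 5′ cytosine, and none of the other 8 begins with a cytosine followed by at least 4 pyrimidines. No sequence of 6 nt was present in all 9. The most widely shared, CCGCCG and CCGGCC, each occurred in 5 of the 9. Of 10000 random lists of genes with 5′ UTRs of similar length, 98.3% held a sequence of 6 nt shared by at least as many mRNAs.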

## DATA AVAILABILITY

Proteomics data has been deposited to the EMBL-EBI-based PRIDE repository (https://www.ebi.ac.uk/pride/).

Project name: LncRNA EPR-induced METTL7A1 modulates target gene translation

Project accession: PXD034398

Project DOI: 10.6019/PXD034398

Experiment set GSE195823

This SuperSeries is composed of the following SubSeries:

GSE195819, Identification of a LncRNA EPR—>METTL7A1 pathway modulating translation of select genes (3C-Seq)

GSE195821, Identification of a LncRNA EPR—>METTL7A1 pathway modulating translation of select genes (Polysomes)

GSE195822, Identification of a LncRNA EPR—>METTL7A1 pathway modulating translation of select genes (Total RNA)

To review GEO accession GSE195823:

Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE195823

Enter token ehajwsiybbmjvqp into the box

## Supplementary Material

gkac544_Supplemental_File Click here for additional data file.

# Supplementary material for: LncRNA EPR-induced METTL7A1 modulates target gene translation
**Source:** Nucleic Acids Res. 2022 Jun 24;50(13):7608–22. doi: 10.1093/nar/gkac544
**Supplement:** gkac544_Supplemental_File

## SUPPLEMENTARY DATA

### LncRNA EPR-induced METTL7A1 modulates target gene translation

Paola Briata, Luca Caputo, Ettore Zapparoli, Elisa Marcaccini, Mario Passalacqua, Lorenzo Brondolo, Domenico Bordo, Annalisa Rossi, Chiara Nicoletti, Gabriele Bucci, Pier Lorenzo Puri, Alberto Inga, Roberto Gherzi

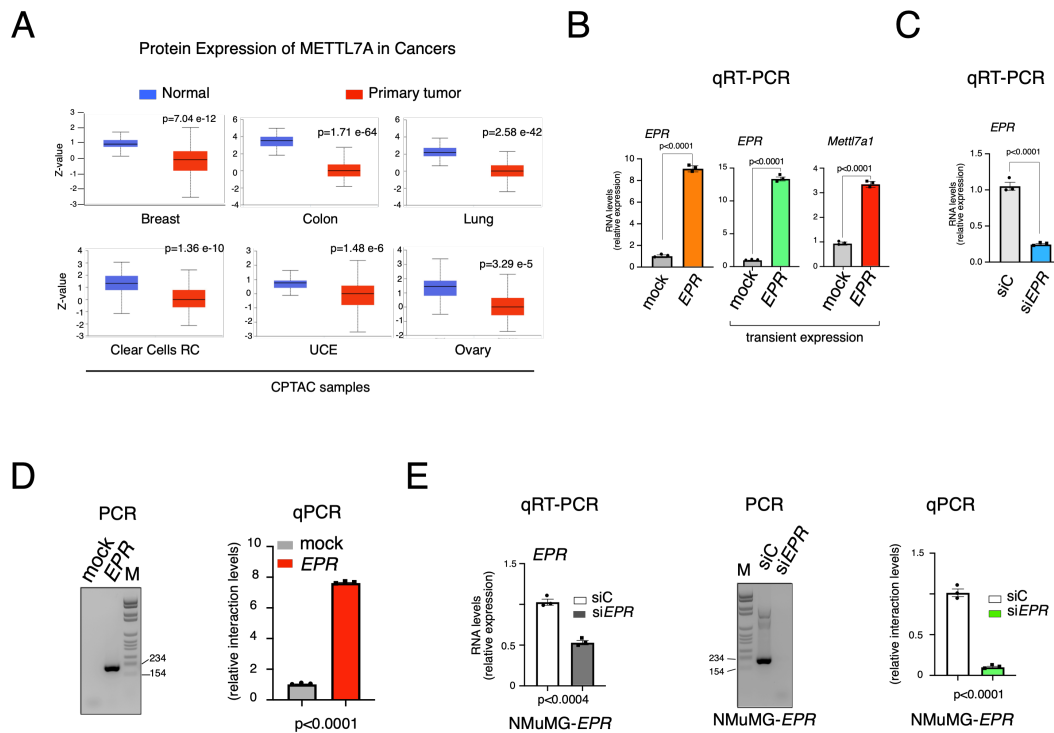

Supplementary Figure S1.

A. Expression analysis of METTL7A protein in the indicated tumors (and in the corresponding normal tissues) using the UALCAN tool which is designed to access publicly available Clinical Proteomic Tumor Analysis Consortium (CPTAC) Confirmatory/Discovery datasets. RC is for renal cell and UCE is for Uterine corpus endometrial carcinoma. B. Total RNA was extracted from either mock and NMuMG-*EPR* cells (mock, and *EPR*, respectively; left) or NMuMG cells transiently transfected with either empty vector (mock) or a plasmid expressing *EPR* (*EPR*) (middle and right) and analyzed by qRT-PCR as indicated; C. total RNA was extracted from NMuMG cells transiently transfected with either control siRNA (siC) or si*EPR* and analyzed by qRT-PCR as indicated. D. PCR (left) and qPCR (right) analysis of DNA fragments obtained upon the first *DpnII* digestion and ligation during 3C experiments. The DNA was derived from either NMuMG-mock cells (mock) or NMuMG-*EPR* cells (*EPR*) as indicated. E. NMuMG-*EPR* were transiently transfected with either control siRNA (siC) or siRNA designed to silence *EPR* expression (si*EPR*). The expression of *EPR* was analyzed by qRT-PCR (left panel). 3C analysis was performed on either siC- or si*EPR*- silenced NMuMG-*EPR* cells and PCR (middle) or qPCR (right) analysis of DNA fragments obtained upon the first *DpnII* digestion and ligation was performed. The values of qRT-PCR experiments shown are averages ( $\pm$ SEM) of three independent experiments performed in triplicate. Statistical significance (Student's *t* test) has been calculated using GraphPad Prism 9 for macOS and indicated. 3C-PCR analyses were conducted on biological duplicates and representative gels are shown.

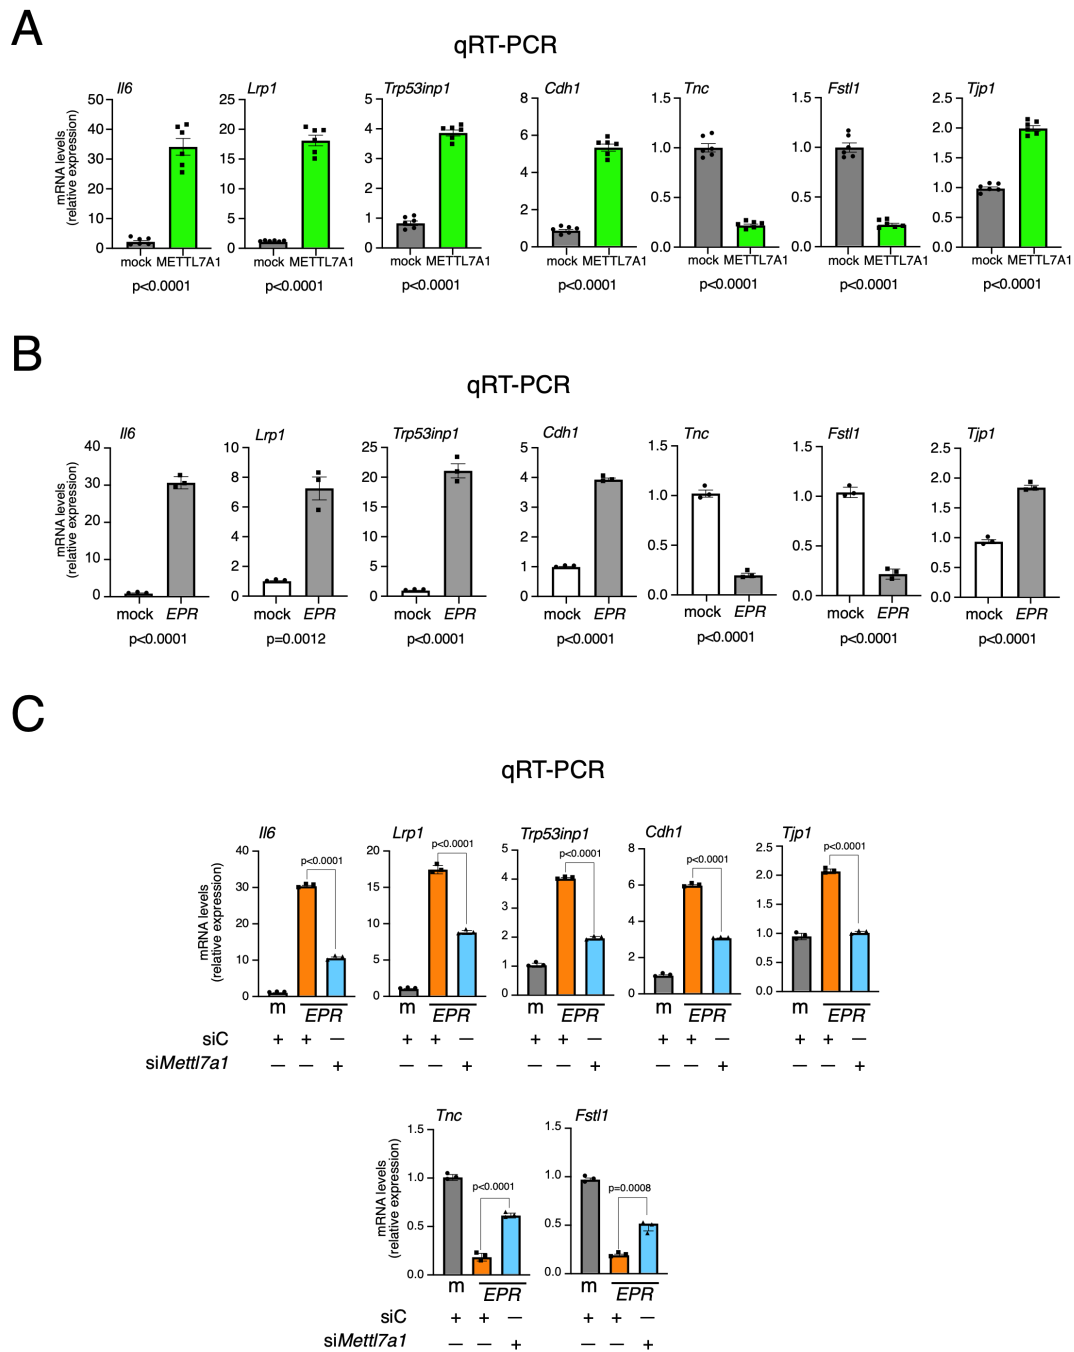

Supplementary Figure S2.

A. Total RNA was extracted from mock and NMuMG-METTL7A1 (METTL7A1) cells and analyzed by qRT-PCR using the indicated primers. B. Total RNA was extracted from mock and NMuMG-EPR (EPR) cells and analyzed by qRT-PCR using the indicated primers. C. Total RNA was extracted from mock (m) and NMuMG-EPR (EPR) cells transiently transfected with either control siRNA (siC) or siMettl7a1 and analyzed by qRT-PCR as indicated. The values of qRT-PCR experiments shown are averages ( $\pm$ SEM) of three independent experiments performed in triplicate. Statistical significance (Student's t test) has been calculated using GraphPad Prism 9 for macOS and indicated.

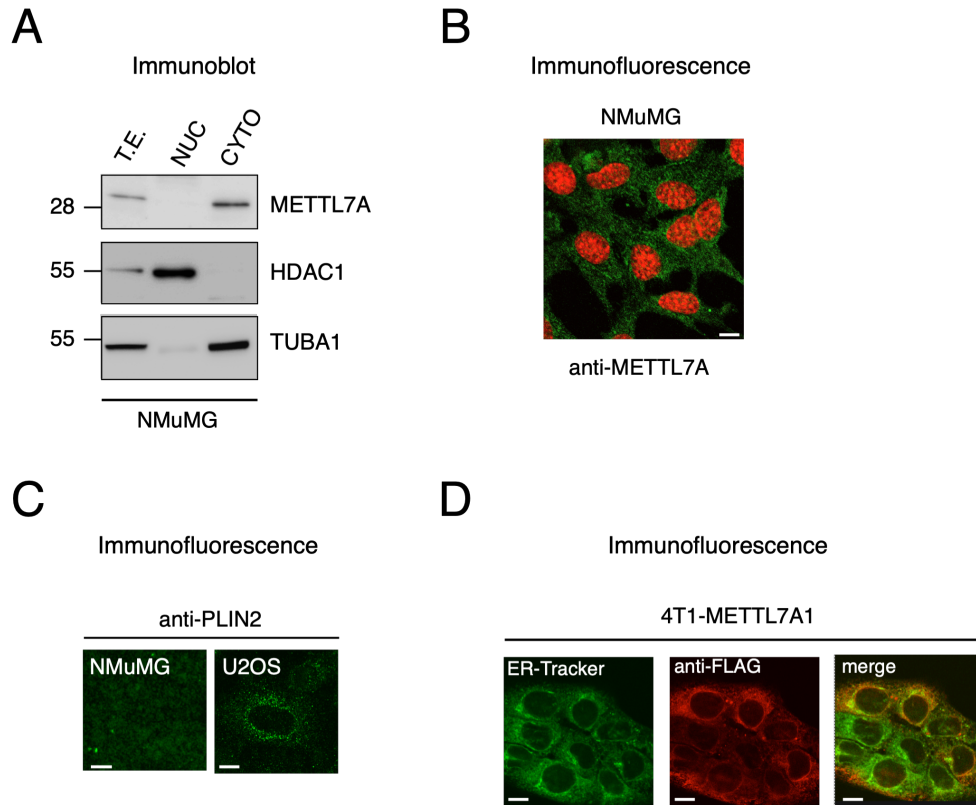

Supplementary Figure S3.

A. Total, cytoplasmic, and nuclear extracts were prepared from NMuMG cells and analyzed by SDS-PAGE followed by Immunoblot using the indicated antibodies. B. Immunofluorescence analysis of NMuMG cells grown on chamber slides and stained with anti-METTL7 antibody. Anti-METTL7A staining is in green while nuclear counterstaining with TO-PRO-3 is in red. C. Immunofluorescence analysis of NMuMG cells (left) and U2OS cells (right) with anti-PLIN2 antibody. D. Immunofluorescence analysis of 4T1-METTL7A1 cells with ER-Tracker (green, left) and anti-FLAG antibody (red, middle). The merge of the two stainings is presented (yellow) on the right. Scale bars represent 50  $\mu\text{m}$ .

A

# STRING predicted protein-protein interaction

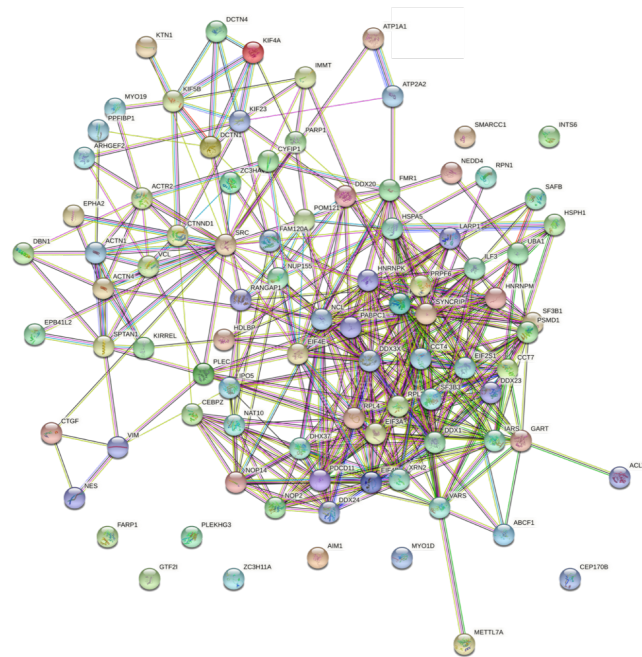

B

# Gene Ontology Molecular Function

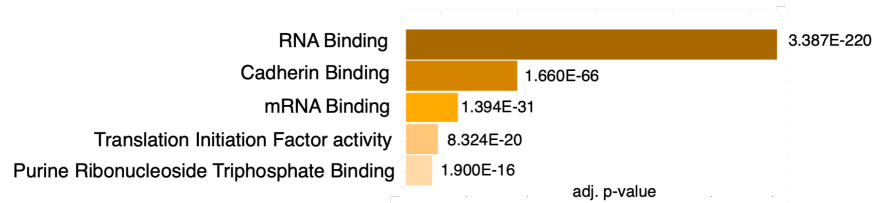

Supplementary Figure S4.

A. Analysis of known and predicted protein-protein interactions of METTL7A with its molecular partners identified by MS analysis in NMuMG-METTL7A1 using the STRING database. B. Gene ontology molecular function analysis (using the online EnrichR tool) of proteins whose levels are affected by METLL7A1 expression in 4T1 cells as identified by label-free MS analysis.

A

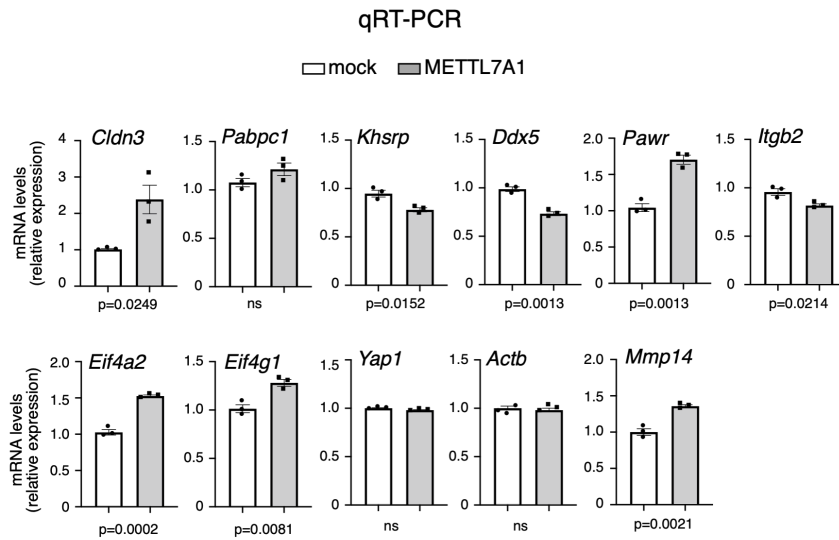

B

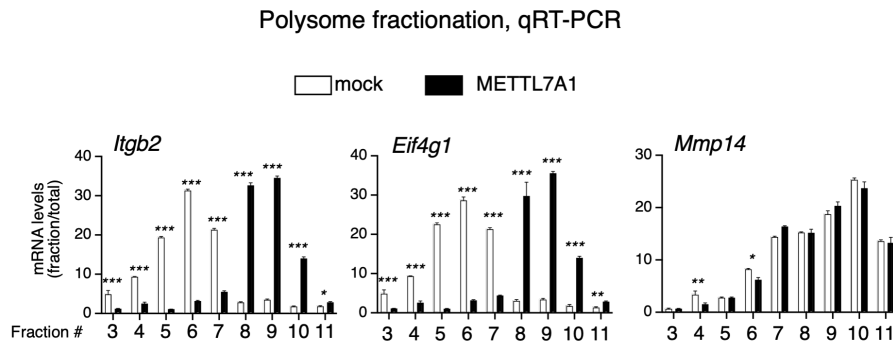

C

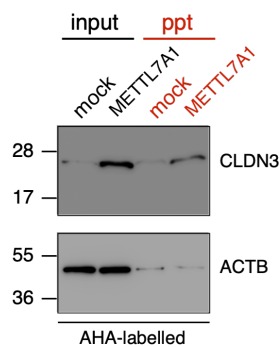

D

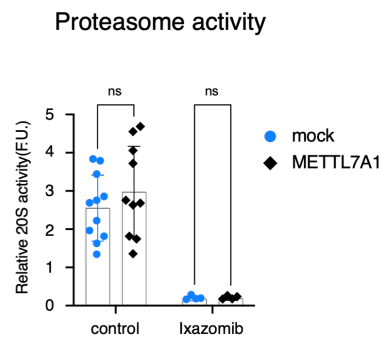

Supplementary Figure S5.

A. Total RNA was extracted from 4T1 cells stably transfected with either the empty vector (mock) or METTL7A1 (METTL7A1) and analyzed by qRT-PCR as indicated. B. qRT-PCR analysis of RNA extracted from the indicated polysome fractions and total RNA prepared from 4T1-mock cells (mock) and 4T1-METTL7A1 cells (METTL7A1). RNA levels in each fraction are presented upon normalization for total RNA levels (see panel A of this Figure). The values

of qRT-PCR experiments shown are averages ( $\pm$ SEM) of three independent experiments performed in triplicate. Statistical significance (Student's t test) has been calculated using GraphPad Prism 9 for macOS. C. Either 4T1-mock or 4T1-METTL7A1 cells were labelled with AHA for 210 minutes, extracts were prepared and "Clicked" to Biotin and purified by Streptavidin beads precipitation as described under Materials and Methods. Both input and precipitated material (ppt) were analyzed by SDS-PAGE and Immunoblot with the indicated antibodies. The immunoblots displayed are representative of three experiments that yielded similar results. D. Relative proteasome activity expressed as relative Fluorescence Units in 4T1-mock and 4T1-METTL7A1 cells either treated with Ixazomib or left untreated (control). Data are averages ( $\pm$ SD) of three independent experiments. Statistical significance (2way Anova with Sidak's multiple comparisons test) has been calculated using GraphPad Prism 9 for macOS and indicated, ns = not significant.

A

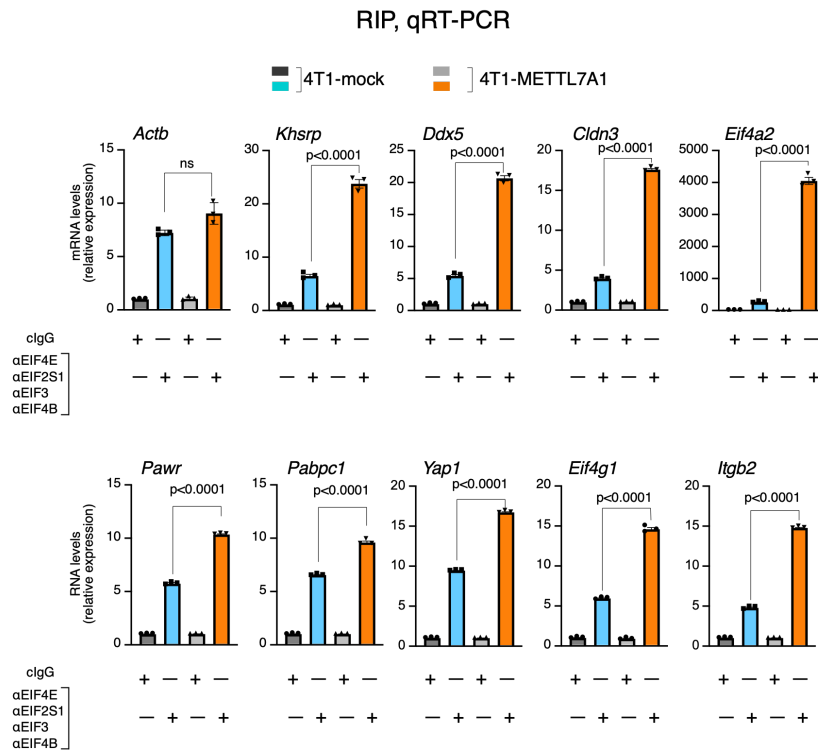

B

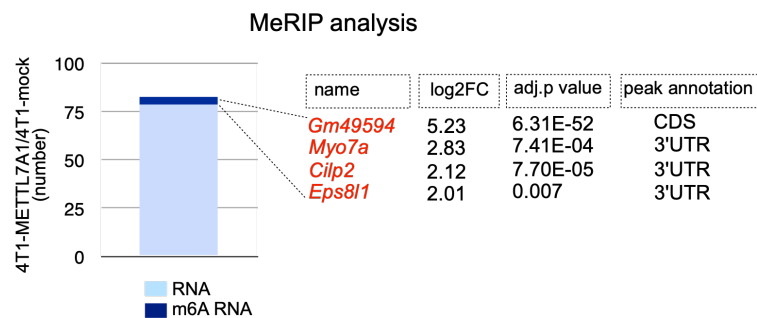

C

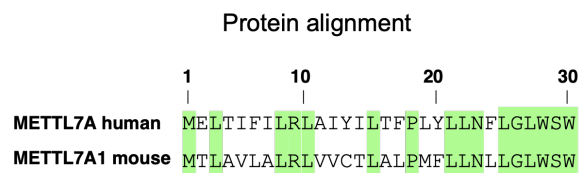

Supplementary Figure S6.

A. Total extracts were prepared from either 4T1-mock or 4T1-METTL7A1 cells and immunoprecipitated using either rabbit control IgG (clgG) or a mixture of antibodies directed to EIF4E, EIF2S1, EIF3, and EIF4B. RNA was prepared from immunocomplexes, retrotranscribed and analyzed by qPCR using the indicated primers. The values shown are averages ( $\pm$ SEM) of three independent experiments performed in triplicate. Statistical significance (Student's t test) has been calculated using GraphPad Prism 9 for macOS and

indicated. B. Total RNA was extracted from 4T1 cells stably transfected with either the empty vector (mock) or METTL7A1 (METTL7A1) and subjected to MeRIP analysis. The number of significantly ( $\log_2\text{FCI} \geq 1.5$  and  $p \text{ value} < 0.01$ ) upregulated transcripts (light blue) or upregulated m<sup>6</sup>A-containing RNAs (and their identity) in 4T1-METTL7A1 cells compared to 4T1-mock cells is indicated. C. Alignment of the N-terminal domain of human METTL7A and murine METTL7A1.

**Supplementary Table****S1.**

List of primary antibodies used for in this study.

| ANTIBODY                   | SUPPLIER   | CATALOGUE # |
|----------------------------|------------|-------------|
| METTL7A                    | Abcam      | ab79207     |
| METTL7A (mouse monoclonal) | Origene    | TA809878    |
| ACTB                       | Sigma      | AC-74       |
| HDAC1                      | Santa Cruz | sc-7872     |
| TUBA1                      | Sigma      | DM1         |
| FLAG TAG                   | Sigma      | F1804       |
| CDH1                       | Santa Cruz | sc-31020    |
| TJP1                       | Abcam      | ab96587     |
| CALNEXIN                   | Sigma      | C4731       |
| SMAD3                      | Abcam      | ab28379     |
| EIF2S1                     | Sigma      | SAB4300523  |
| EIF3A                      | Sigma      | HPA038315   |
| CYFIP1                     | Sigma      | SAB2700152  |
| FMR1                       | Sigma      | F4055       |
| SYNCRIP                    | Sigma      | 041265      |
| IPO5                       | Sigma      | SAB4200179  |
| DDX3X                      | Sigma      | HPA001648   |
| EIF4B                      | Sigma      | AV40359     |
| EIF4E                      | Sigma      | SAB2100666  |
| HNRNPM                     | Origene    | TA803306    |
| PABPC1/C3                  | Millipore  | ABE40       |
| MYC TAG                    | Millipore  | 06-549      |
| RPS2                       | Sigma      | SAB2701183  |
| CLDN3                      | Sigma      | SAB4500435  |
| DDX5                       | Abcam      | ab10261     |
| EIF4A2                     | Sigma      | HPA068286   |
| YAP1                       | Merck      | ZRB1001     |
| PAWR                       | Sigma      | HPA012640   |
| TNC                        | Origene    | TA354535    |
| ATF3                       | Millipore  | MABN124     |
| PLIN2                      | Sigma      | HPA016607   |

**Supplementary Table****S2.**

List of primers used for qRT-PCR, for constructing 3C-Seq libraries, and for 3C-PCR/qPCR analyses.

The Illumina adapter sequences of primers used for 3C-Seq analysis are highlighted.

| <u>Primers for qRT-PCR</u> | <u>Forward</u>         | <u>Reverse</u>            |
|----------------------------|------------------------|---------------------------|
| <i>mmu.Rpl32</i>           | CTGGCCATCAGAGTCACCAA   | TGCACACAAGCCATCTACTCA     |
| <i>mmu.EPR</i>             | AACTGCGCAACCTAGTCCTG   | GCTCCATGGAAGACTAACGG      |
| <i>mmu.Pabpc1</i>          | AATATGCCCGGTGCTATCCG   | GACTCGTGGAACCTGTGAGG      |
| <i>mmu.Pawr</i>            | TTACTAATGCGTGCGGCCTT   | AGCATGTGGAAAGAGGAGACG     |
| <i>mmu.Itgb2</i>           | CCCTCTGCAAACACAACGTG   | GTCGGAAGACAAGTCCCTGG      |
| <i>mmu.Fn1</i>             | GCAGGAAAGTCACCCAGACA   | CTGTGGGAGGGGTGTTTGAA      |
| <i>mmu.Eif4a2</i>          | GCCTCAGCAAGCAATCATCC   | GGCCAGACCACCTATATAAAGTGAA |
| <i>mmu.Eif4g1</i>          | ACCCTGCTGGATCCCAAGTA   | ACATATGTGGAACGCCCCTG      |
| <i>mmu.Yap1</i>            | GGGGGTTCTCTGGCTAACAC   | AACCAACGTAAGAGCAGCGA      |
| <i>mmu.Mmp14</i>           | TTCGTGTTGCCTGATGACGA   | GCTTATCTGGGACAGAGGGC      |
| <i>mmu.Cldn3</i>           | TCGAAGGGCAGTTGATTCCC   | ACATGGCTGCTGGACTTGAA      |
| <i>mmu.Khsrp</i>           | CCTGATTTTGGCTTTGGGGG   | CCAGTTTCTTGCTGTCTGGC      |
| <i>mmu.Ddx5</i>            | GCCCAAGAGCTGTGTGCACTGT | TCCTGACTTCCAGTTGTGGCT     |
| <i>mmu.Actb</i>            | GCAAGCAGGAGTACGATGAGT  | AGGGTGTAACGCAGCTCAG       |
| <i>mmu.Fstl1</i>           | ACGCTCCCACCTTCGCCTCT   | GTCACCAGCGAGAGCGCCAG      |
| <i>mmu.Zeb1</i>            | AGCCTTAAGGAAGCAGCCAG   | ACATCAACACTGGTCGTCCC      |
| <i>mmu.Mettl7a1</i>        | CTGACGAGAGAGAGCTGGAAG  | GCCTGGATGTGCTGTAGCTTTA    |
| <i>mmu.Zeb2</i>            | GTCTCTGCAAGTGCCATCCT   | ACTGACACGGGTGCTTCAA       |
| <i>mmu.Cdh2</i>            | CGAGAGGCCTATCCATGCTG   | CCCAATATCCCCAGGGTGTG      |
| <i>mmu.Snai2</i>           | CATCCTTGGGGCGTGTAAGT   | ATGGCATGGGGGTCTGAAAG      |
| <i>mmu.Ocln</i>            | TGGCAAGCGATCATACCCAG   | AGGAATCTCCTGGGCCACTT      |
| <i>mmu.Tjp1</i>            | GGACACCAAAGCATGTGAGC   | AGGGTAAGGCATTCTGCTG       |
| <i>mmu.Tnc</i>             | AACGGACTGCCACATCTCA    | TTCCGGTTCAGCTTCTGTGGTA    |
| <i>mmu.Lrp1</i>            | TCACCAACCCAGTGATGCC    | AGCAGTTCTCGCTTCTCGTC      |
| <i>mmu.Trp53inp1</i>       | TAGCTTTGCCCTACTCCCT    | GCCAAACAAATTCTGACGGCT     |
| <i>mmu.Cdh1</i>            | AACCCAAGCACGTATCAGGG   | ACTGCTGGTCAGGATCGTTG      |
| <i>mmu.Ilf6</i>            | CCCCAATTTCCAATGCTCTCC  | CGCACTAGGTTTGCCGAGTA      |

| <u>Primers for 3C-Seq</u>              | <u>P5</u> (see ref. 13)                                                                 | <u>P7</u> (see ref.13)                                                                           |
|----------------------------------------|-----------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------|
| P5Mettl7a1                             | AATGATACGGCGACCACCGAGATCTAC<br>ACTCTTTCCCTACACGACGCTCTTCCG<br>ATCTCAGCAACCACATGGTGGCTCA |                                                                                                  |
| P7-701Mettl7a1 (mock)                  |                                                                                         | CAAGCAGAAGACGGCATACGAGATTC<br>GCCTTAGTCTCGTGGGCTCGGAGATGT<br>GTATAAGAGACAGATGTTCTGGTTGG<br>TTGGG |
| P7-702Mettl7a1                         |                                                                                         | CAAGCAGAAGACGGCATACGAGATCTA<br>GTACGGTCTCGTGGGCTCGGAGATGT<br>GTATAAGAGACAGATGTTCTGGTTGG<br>TTGGG |
|                                        |                                                                                         |                                                                                                  |
| <u>Primers for 3C-PCR<br/>analysis</u> | <u>Forward</u>                                                                          | <u>Reverse</u>                                                                                   |
| mmu.VP3(Viewpoint)                     | CCTGCCTCTGTCAGTTCTGG                                                                    |                                                                                                  |
| mmu.Atf1 locus (3C)                    |                                                                                         | TACTAAGGTCTCGGGCGGT                                                                              |
| mmu.Actb locus (3C)                    |                                                                                         | CTAACCTAGTAAAGCTGTCTGGTGT                                                                        |

How the deposited data were processed for this re-analysis (not part of the article)

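RNA-Seq of sub-polysomal and polysomal RNA of 4T1 cells stably transfected with the empty vector (mock) or with METTL7A1 was analysed, with 3 replicates in each of 4 groups and 12 libraries in all. The total RNA libraries, the qRT-PCR, the RNA immunoprecipitation, the m6A sequencing and the proteomics of the paper were not analysed here.

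The deposited values are counts per gene, which the authors made by trimming the reads with BBDuk, aligning them to the mm10 genome with STAR and assigning them with featureCounts to the Ensembl annotation of GRCm38. No normalization had been applied to the deposited counts, and all were whole numbers. The paper's text does not name the strand setting of the counting or its handling of reads that match several genes. The count file listed 55376 genes, of which 22519 had a count in at least 1 library. Library totals lay between 1817520 and 6966156 counts. Intervals and limits from these counts cover the fitted spread between replicates or counting error only.

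Libraries were grouped by genotype and pool as labelled. The labels reuse the replicate letters A to C in both mock pools and D to F in both METTL7A1 pools. Deviations of the pools of 1 letter from their group means correlated across genes with r between -0.29 and 0.11. The letters were therefore not pairs in the reported fit, and entered a fit only in an alternative. For the ratio of each replicate, the polysomal library was divided by the sub-polysomal library with the same letter. The SDs of these ratios, their overlap, permutation tests and correlations with GC content rest on that pairing, of which the deviations gave little sign.

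Genes with at least 1 CPM in at least 3 libraries were kept, and 12224 were tested. Counts were scaled with TMM factors and fitted with edgeR 4.0.16 in R 4.3.3, with 1 mean per group in all 12 libraries. Contrasts were tested with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A call needed an adjusted p-value below 0.01 and a log2 change beyond 1.5 either way, the values the paper gives for total RNA. The shift to polysomes was the difference between genotypes in the log2 change from the sub-polysomal to the polysomal pool. CPM values used the TMM factors, and log2 CPM values used a prior count of 2. The single replicates' ratios were compared by a two-sided exact permutation test, whose smallest p with 3 against 3 is 0.1. Gene lists were tested with camera from limma 3.58.1 at a correlation of 0.01 between genes, adjusted over 15 lists, with the threshold of 0.01. A list counted as past the threshold on that adjusted p-value alone.

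The lists held the 9 mRNAs of the paper, its control mRNAs, its other qRT-PCR targets and immunoblot targets, the METTL7A1 interactors in translation, RNA metabolism and the cytoskeleton, and mRNAs of the integrated stress response. They also held marker transcripts of either pool, ribosomal protein mRNAs, initiation factor mRNAs, mitochondrial transcripts, histone mRNAs, and mRNAs of claudins, integrins and cadherins. The genes named were Mettl7a1, the genes that the paper names in its qRT-PCR and m6A data, the markers, and the 5 largest rises and the 5 largest falls among genes called for the shift, with a mean of at least 5 CPM. As 0 genes were called for the shift, this last part named none. The comparisons, lists, thresholds, the rule for naming genes and most alternatives were fixed before the data were examined.

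The alternatives were DESeq2 1.42.0 with its size factors, RLE factors, limma-voom, TMM factors within each pool, scaling to the Actb count, no filter beyond 1 count in total, at least 10 counts in every library, the replicate letter as a block, only the compared groups in the fit, an adjusted p-value below 0.05 with no limit on the log2 change, and leaving out each replicate. For the lists, fry and camera with the correlation estimated from the data were used. Chosen after the data were seen were offsets that remove each library's trend with GC content (a lowess curve with a span of 0.3 over 12157 genes with a GC content), Actb scaling for the other contrasts, DESeq2 and limma-voom at an adjusted p-value below 0.05, and most alternatives for the lists.

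The test was run on simulated counts of the 12224 genes, of which 200 were given a known shift. Of the 50 genes with a log2 shift of 4, 47 were called, and 1 of 12024 unchanged genes was called. Camera recovered a simulated list whose genes were all moved by a log2 of 1, past the threshold of 0.01. Of 200 unchanged lists, 9 came below an unadjusted p of 0.05. The GC offsets changed a simulated Spearman correlation with GC content across 12157 genes from -0.155 to -0.00406. The 5′ UTR comparison used the GENCODE annotation and the sequence of GRCm38, with random lists matched on 5′ UTR length, and was tested on 40 random lists without a planted sequence, of which 0 had a p below 0.05. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.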

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

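The tests in this part were chosen only after the result was seen, apart from the splits of the libraries and letters and the tests of gene lists by camera and fry without GC offsets.

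In data that the paper does not report, 165 genes outside those it names were called in METTL7A1 against mock cells in the same direction in both pools, 80 higher and 85 lower. By chance 3.56 genes would be called in both. Among those with a mean of at least 5 CPM, chosen after their values were seen, the largest log2 changes averaged over the pools were 5.03 for Ccl2, 5.00 for Tnfrsf26, 3.57 for C130073F10Rik, 3.57 for Gzme and 3.11 for Pmp22. The largest falls were -6.02 for Bspry, -3.15 for Chn2, -3.03 for Lncenc1, -2.79 for Ckb and -2.77 for Notum. After all libraries were thinned to 1817520 counts, 90 of the 165 genes were still called in both pools, so a difference in depth does not account for these. With GC offsets 151 of the 164 genes with a GC content were still called. Without the 50 most abundant genes, which took 11.0% to 26.6% of the counts, 165 were. With each library scaled to its Actb count 147 were, and with DESeq2 148 were. A mislabelled library is argued against by Mettl7a1, whose lowest level in a METTL7A1 library (236.2 CPM) was 72.1 times its highest in a mock library (3.27 CPM). In each pool 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes, and the others gave 0. The other splits mix the genotypes, so the difference between these enters their spread, and 10 splits allow no smaller share. What stays open is whether the changes follow from METTL7A1. Mock and METTL7A1 cells shared 0 replicate letters, so cell populations or batches that differed before METTL7A1 was expressed cannot be told apart from its effect.

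Mettl7b, a paralogue of Mettl7a1 whose mRNA level in these cells the paper does not report (chromosome 10, 128958274 to 128960988), was chosen after its values were seen. Its mRNA was higher in METTL7A1 cells, with a log2 change of 2.25 over both pools (standard error 0.13, adjusted p = 6.9e-10 from edgeR's quasi-likelihood test). The log2 change was 2.05 in polysomal and 2.44 in sub-polysomal RNA, and it lay between 2.07 and 2.43 over both pools in the 14 alternatives, with adjusted p between 1.94e-68 and 1.69e-07. It had 43 to 187 counts in the mock and 397 to 743 counts in the METTL7A1 libraries. Reads of the transfected Mettl7a1 counted on Mettl7b would give a gain in Mettl7b that is a constant share of Mettl7a1. The gain was 35.1%, 50.6% and 61.9% of Mettl7a1 in the sub-polysomal libraries and 13.2%, 15.5% and 19.0% in the polysomal libraries, and the lowest of the former was 1.84 times the highest of the latter. The longest stretch shared by the transcripts, of 1946 and 1230 bases, was 21 bases. At equal depth within each pool, each METTL7A1 library held at least 62 more Mettl7b counts than each mock library, so depth does not account for it. A response of Mettl7b to METTL7A1 and a difference between the cell populations from before its expression both stay open, since the genotypes share no replicate letter.

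The 81 tested ribosomal protein mRNAs differed between the genotypes in their distribution, with a median log2 shift of -0.29 and 16 of 81 above 0 (camera, adjusted p = 0.00311). The median stayed negative in all 17 alternatives, from -0.47 to -0.21, with adjusted p from 0.000146 to 0.699. Without mock replicate C it was -0.23 (adjusted p = 0.0539), and without METTL7A1 replicate E it was -0.27 (adjusted p = 0.0152), and neither passed the threshold of 0.01. GC content is argued against as the whole cause, since with GC offsets the adjusted p was 0.000525 and the median -0.21. The camera test sets the correlation between genes at 0.01, and these mRNAs may vary together more than that. Camera with the correlation estimated from the data gave an adjusted p of 0.699. Fry, which keeps their correlation but does not compare the list with other genes, gave an adjusted p of 0.437. A shared variation of these mRNAs between replicates is therefore a candidate explanation for the small camera p, and an effect of METTL7A1 was not shown apart from it.

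The 7 mRNAs of METTL7A1 interactors in RNA metabolism also differed, with a median log2 shift of 0.42 and 6 of 7 above 0 (camera, adjusted p = 0.00635). In the 17 alternatives the median lay between 0.27 and 0.60, with adjusted p from 0.00119 to 0.5. The adjusted p was above the threshold of 0.01 without mock replicate B (0.57, adjusted p = 0.0151), mock replicate C (0.40, adjusted p = 0.0942), METTL7A1 replicate D (0.44, adjusted p = 0.0172) and METTL7A1 replicate E (0.41, adjusted p = 0.0152). With GC offsets the median was 0.27 and the adjusted p 0.0176, so a part played by GC content cannot be told apart from the rest, as the list then lies beside the threshold. Camera with the estimated correlation gave an adjusted p of 0.5, so correlation between the genes of the list may account for the smaller p of camera at 0.01. Fry, which does not compare the list with other genes, gave an adjusted p of 0.145. Of the 10 splits of the 6 replicate letters, 1, the real one, gave as many lists past the threshold, and the others gave 0 to 1.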

How the results depend on the processing

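Chosen only after the result was seen were the alternatives named here as added later, the alternatives for the number of lists other than fry, the estimated correlation and the replicate block, and the comparison of the fits with and without the gene filter.

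The shift test called 0 genes (1911 at an unadjusted p below 0.05) and gave 0 in 16 of its 18 alternatives, the 6 that left out 1 replicate included. The genes at an unadjusted p below 0.05 ran from 1125 to 2349 in those 6 fits, with 1125 without METTL7A1 replicate D and 1255 without METTL7A1 replicate E, and were 1368 with GC offsets, added later. With no filter beyond 1 count in total, 22519 genes were tested, 10 were called and 2230 had an unadjusted p below 0.05. All 10 had also been tested with the filter, where their adjusted p lay between 0.114 and 0.578, so the filter had not removed them. The prior degrees of freedom of the quasi-likelihood fit were 10.9 with the filter and infinite without it, in which case a gene's own spread between replicates no longer enters its test. The standard error of the Gm42418 shift, for example, was 0.94 with and 0.27 without the filter. That of Abcc3 hardly fell, from 0.47 to 0.45, and that of Rab26os rose from 0.30 to 0.34. A smaller standard error therefore does not account for each of the 10 calls. With DESeq2 at an adjusted p-value below 0.05 and no limit on the log2 change, added after the data were seen, it gave 368 genes, 152 towards and 216 away from polysomes, and limma-voom at that threshold gave 0. With the letters as a replicate block, the shift test called 0 genes (1997 at an unadjusted p below 0.05), 816 genes were called between pools in mock and 1383 in METTL7A1 cells, and the median of the 9 mRNAs was 0.28.

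With at least 10 counts in every library, the called genes fell to 55 in the polysomal and 92 in the sub-polysomal comparison of genotypes, and to 509 in mock and 861 in METTL7A1 cells between the pools. This filter leaves 8855 genes and removes those near 0 in 1 group. At an adjusted p-value below 0.05 with no limit on the log2 change, a wider threshold by construction, the counts were 2197, 3834, 5746 and 7248 in the same order. Leaving out each replicate gave 189 to 251, 233 to 361, 691 to 1109 and 1216 to 1533 genes in the 6 fits. The totals of the other alternatives stayed within 1.5 times the reported totals, which does not cover the split into higher and lower genes. Scaling to Actb, added later for these contrasts, took the median of all genes to 0.26 in the sub-polysomal comparison and to -0.17 in the shift. The genes called in sub-polysomal RNA were then 447, with 359 higher and 88 lower.

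Of the single mRNAs, Ddx5, Eif4a2, Pawr, Pabpc1 and Itgb2 kept a positive shift in all 15 alternatives. Scaled to Actb, the log2 shift was -0.13 for Khsrp, -0.0046 for Yap1 and -0.064 for Eif4g1, below 0 because the Actb shift itself is taken off. Cldn3 changed sign to 0.060 with limma-voom, 0.051 with the block and 0.52 with GC offsets, the last added later. Leaving out each replicate, the shift of Cldn3 ran from -0.32 to 0.33, above 0 without mock replicate C or METTL7A1 replicate D. That of Khsrp ran from -0.17 to 0.16 and that of Eif4g1 from -0.033 to 0.15, both below 0 without METTL7A1 replicate E. That of Mmp14 ran from -0.045 to 0.34, below 0 without mock replicate A (-0.0077) or B (-0.016) and METTL7A1 replicate E (-0.014) or F (-0.045). The cause was not tested, and each of these shifts was below its standard error as reported.

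The 9 mRNAs as a list passed the threshold of 0.01 with GC offsets alone, with a median of 0.33 and an adjusted p of 0.00148 (added after the data were seen; the cause was not tested). Over the 17 alternatives the median ran from 0.11 to 0.34 and the adjusted p from 0.00148 to 0.414. The number of lists past the threshold was 2, and 0 with fry or the estimated correlation, which allow for correlated genes. When each replicate was left out, an alternative added later for the lists, it ran from 0 to 4, at 4 without mock replicate A, 1 without mock replicate B or METTL7A1 replicate D, and 0 without mock replicate C or METTL7A1 replicate E. The cause was not tested. Mettl7a1 kept its log2 change between 6.61 and 6.95 in all 10 alternatives. Depth limits the genes near 1 CPM most in mock sub-polysomal replicate A, where 3 counts are 1.65 CPM.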

Differences from the paper's values

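No test in this part was chosen only after the result was seen. The paper's values are ratios of bar heights summed over fractions 8 to 11 to those summed over fractions 3 to 7, as the pools are labelled, and those here are ratios of pooled libraries, both on the log2 scale. The paper's methods give no fraction numbers for the pools, and Fig. 7A, from NMuMG cells, draws the polysomal fractions from about fraction 7, read by eye, so the boundary between the summed fractions is uncertain. The figures give RNA in fractions normalized to total RNA, which cancels in the ratio of polysomal to sub-polysomal fractions.

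The log2 shift to polysomes was smaller here than in the paper's figures for each of the 9 mRNAs. For Cldn3 the paper's shift was about 2.9 in Fig. 7C, read by eye, and the shift here was -0.026. The paper's shift of Ddx5 was about 1.8 in Fig. 7C, read by eye, against 0.73 here. Eif4a2 had a shift of 0.44 here and of about 6.5 in the paper's Fig. 7C, read by eye. For Pawr the paper's shift was about 4.7 in Fig. 7C, read by eye, and the shift here was 0.28. The paper's shift of Pabpc1 was about 4.3 in Fig. 7C, read by eye, against 0.37 here. Khsrp had a shift of 0.037 here and of about 2.0 in the paper's Fig. 7C, read by eye. For Yap1 the paper's shift was about 6.1 in Fig. 7C, read by eye, and the shift here was 0.14. The paper's shift of Itgb2 was about 5.7 in Supplementary Fig. S5B, read by eye, against 0.68 here. Eif4g1 had a shift of 0.086 here and of about 6.0 in the paper's Supplementary Fig. S5B, read by eye. In each of the 14 alternatives set before the data were examined, none of these 9 differences closed. None of the 9 was called at an adjusted p-value below 0.01 in any setting. With DESeq2, Ddx5 had an adjusted p of 0.0385, and without mock replicate A one of 0.043 by edgeR's quasi-likelihood test, both below 0.05, within a range of 0.0385 to 0.479 over its alternatives. Adjusted over the list alone, Ddx5 and Itgb2 had an adjusted p of 0.0448.

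The log2 ratio of polysomal to sub-polysomal RNA, taken relative to Actb, differed in mock cells for 8 mRNAs. A difference here means a gap larger than the SD of the 3 replicates' ratios, which does not include the error of reading by eye. Cldn3, at about -0.8 in Fig. 7C, read by eye, and -0.47 here, lay within that SD (0.52) and was not counted. For Ddx5 the paper's ratio was about -0.9 in Fig. 7C, read by eye, and 0.62 here. The ratio of Eif4a2 was -1.04 here, and the paper's was about -3.9 in Fig. 7C, read by eye. Pawr had a ratio of -0.15 here against the paper's about -3.1 in Fig. 7C, read by eye. For Pabpc1 the paper's ratio was about -2.7 in Fig. 7C, read by eye, and -2.15 here. The ratio of Khsrp was -0.058 here, and the paper's was about -1.0 in Fig. 7C, read by eye. Yap1 had a ratio of 0.97 here against the paper's about -4.2 in Fig. 7C, read by eye. For Itgb2 the paper's ratio was about -3.6 in Supplementary Fig. S5B, read by eye, and 0.50 here. The ratio of Eif4g1 was 1.10 here, and the paper's was about -3.7 in Supplementary Fig. S5B, read by eye. These differences stayed in all 12 alternatives set before the data were examined that apply to the ratio.

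The log2 ratio of polysomal to sub-polysomal RNA, taken relative to Actb, differed in METTL7A1 cells for 9 mRNAs by the same measure. The gap was smallest for Ddx5 (SD 0.13), where an error of reading by eye cannot be excluded. Cldn3 had a ratio of -0.65 here against the paper's about 2.1 in Fig. 7C, read by eye. For Ddx5 the paper's ratio was about 0.9 in Fig. 7C, read by eye, and 1.19 here. The ratio of Eif4a2 was -0.76 here, and the paper's was about 2.6 in Fig. 7C, read by eye. Pawr had a ratio of -0.038 here against the paper's about 1.6 in Fig. 7C, read by eye. For Pabpc1 the paper's ratio was about 1.5 in Fig. 7C, read by eye, and -1.94 here. The ratio of Khsrp was -0.18 here, and the paper's was about 1.0 in Fig. 7C, read by eye. Yap1 had a ratio of 0.96 here against the paper's about 2.0 in Fig. 7C, read by eye. For Itgb2 the paper's ratio was about 2.2 in Supplementary Fig. S5B, read by eye, and 1.02 here. The ratio of Eif4g1 was 1.02 here, and the paper's was about 2.3 in Supplementary Fig. S5B, read by eye. These differences stayed in all 12 alternatives set before the data were examined that apply to the ratio.

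The paper states a limited effect of METTL7A1 on the transcriptome of total RNA (Fig. 6D), which was not analysed here. Of 12224 genes tested in the pools, 260 were called in polysomal and 337 in sub-polysomal RNA. The pools are not total RNA, so these counts do not show a difference from that statement. In Supplementary Fig. S5A the Itgb2 mRNA is slightly lower in total RNA of METTL7A1 cells, and it was higher here in both pools, by a log2 of 1.79 in polysomal and 1.10 in sub-polysomal RNA.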

Other observations

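The tests of GC content, of 5′ UTR length, of the upper limits of the 9 mRNAs and of the genes called without the gene filter, with the values with GC offsets, were chosen only after the result was seen.

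Of the 10 splits of the 6 mock libraries between pools, 1, the real one, gave as many called genes (923), and the others gave 0. Of the 10 splits of the METTL7A1 libraries, 1, the real one, gave as many (1480), and the others gave 0. For the shift, 1 of the 10 splits of the 6 replicate letters, the real one, gave as many genes at an unadjusted p below 0.05 (1911), and the others gave 99 to 388. For the 9 mRNAs as a list, 1 of the 10 splits, the real one, gave as small a p by camera (0.00569), and the others gave 0.0924 to 0.961. Shares below 1 in 10 cannot arise in this design, and splits that mix the groups carry the real difference in their spread.

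The 95% limits on the shifts of the 9 mRNAs had upper ends between 0.45 and 1.21. For 9 of the 9, the upper end lay below the size read from the paper's figures, which argues against too few libraries as the reason that a shift of that size was not called. Shifts up to those upper ends stay possible. A simulated log2 shift of 1 lies below the limit for a call, and 22 of 50 such genes had an adjusted p-value below 0.05 from edgeR's quasi-likelihood test.

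Across 10842 protein-coding genes, which are not independent replicates, the shift had a Spearman correlation of -0.476 with the GC content of the transcript and of 0.187 with exonic length. The median log2 shift was 0.20 in the third of genes lowest in GC content and -0.33 in the highest. After GC offsets the correlation was -0.049. The correlation of GC content with the polysomal to sub-polysomal ratio was -0.0306, -0.335 and 0.111 in mock replicates A, B and C, and -0.43, -0.268 and -0.231 in METTL7A1 replicates D, E and F. The range over the mock replicates was 0.446, wider than the difference of -0.225 between the genotypes' means (two-sided exact permutation test, p = 0.3, with 0.1 the smallest that 3 against 3 allow). A GC bias that differs from library to library may therefore account for the trend, and an effect of METTL7A1 on it was not shown.

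The 10 genes called for the shift without the gene filter were Eif5al3-ps, Bc1, Mir6236, Lars2, Gm11478, Abcc3, Gm15564, Rab26os, Gm42418 and AY036118, named after their values were seen. In METTL7A1 polysomal replicate F, Gm42418 held 2.92% of the counts, against 0.14% to 0.548% in the other libraries. Lars2 held 0.412% there against 0.0271% to 0.253%, Mir6236 0.167% against 0.0103% to 0.0937%, and Gm15564 0.128% against 0.00698% to 0.0731%. Without replicate F, 8 genes were called. Mir6236, Lars2, Gm15564 and Gm42418, 4 of the 10 genes, were then no longer called, with log2 shifts of 0.42, 0.38, 0.19 and -0.045, while all 4 were called in each of the 5 fits without another replicate. Replicate F may therefore account for these 4, and lower power with 10 libraries does not. Eif5al3-ps, Bc1 and Gm11478, 3 of the 10, were still called in the same direction without replicate F, so it does not account for them, although each lost its call in at least 1 fit without another replicate. Abcc3 and Rab26os, 2 of the 10, kept log2 shifts of 1.76 and -1.54 without replicate F, within 1 standard error of those with it, and also lost their call without some other replicates, so replicate F does not account for their shifts. AY036118 reversed, from a log2 shift of 1.99 to -2.37 without replicate F, and was at -0.10 without mock replicate A, so its shift rests on single replicates. No biological explanation was tested.

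Of the marker transcripts for the sub-polysomal pool, Malat1 had a log2 polysomal to sub-polysomal change of -0.82 in mock and -0.96 in METTL7A1 cells, with the ratio of mock replicate B at 0.26. The ratios of METTL7A1 replicate F stood apart, at -1.00 for Rn7sk (D -4.29, E -5.21), 2.35 for Rmrp (D -3.65, E -3.55) and -0.35 for Rpph1 (D -6.06, E -5.89). Rmrp and Rpph1 had 0 counts in at least 1 library, so their ratios depend on the prior count, and Terc had 1 count in all. Gapdh, Tubb5, Vim, Eno1 and Pkm were higher in the polysomal pool in both genotypes, with log2 changes of 0.53 (Gapdh) to 0.97 (Pkm) in mock cells. Eef2 was not clearly higher, at 0.33 in mock cells (adjusted p = 0.124 from edgeR's quasi-likelihood test), with the ratio of mock replicate B at -0.011. In METTL7A1 cells it was at 0.41 (adjusted p = 0.0537 from the same test).

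The transcripts of the paper's m6A data were near absent from the pools, with 4 counts for Gm49594, 5 for Myo7a, 8 for Cilp2 and 7 for Eps8l1 in the 12 libraries together, too few to test. Of the paper's other qRT-PCR targets, Zeb1 (9 counts), Cdh2 (0), Snai2 (2) and Trp53inp1 (18) were not tested either. Tnc had a log2 shift of 1.46 (standard error 0.36, adjusted p = 0.114 from edgeR's quasi-likelihood test), with a log2 change in METTL7A1 cells of -0.71 in polysomal and -2.17 in sub-polysomal RNA. The log2 shift was 0.97 for Fstl1, 0.57 for Cdh1, 0.48 for Fn1, 0.36 for Ocln, 0.17 for Tjp1, 0.050 for Zeb2, -0.077 for Lrp1 and -0.43 for Rpl32. Fstl1 had 1 to 10 counts per library (standard error 0.78), and its shift ran from 0.49 to 1.47 when 1 replicate was left out. In those fits the sign changed for Tjp1 (-0.29 to 0.48), Zeb2 (-0.22 to 0.48) and Lrp1 (-0.21 to 0.056).

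Of the other lists, 10 qRT-PCR targets had a median log2 shift of 0.27 (camera, adjusted p = 0.109), 3 immunoblot targets one of 0.045 (adjusted p = 0.368) and the control mRNAs one of 0.12 (adjusted p = 0.629). The interactors in translation (14 tested) had a median of 0.23 (adjusted p = 0.0457) and those of the cytoskeleton (11 tested) one of 0.18 (adjusted p = 0.514). The 8 mRNAs of the integrated stress response had a median of -0.56 (adjusted p = 0.0409), and -0.25 with GC offsets (adjusted p = 0.119). The 7 histone mRNAs had a median of -0.39 (adjusted p = 0.0457). The 54 initiation factor mRNAs had a median of 0.023 (adjusted p = 0.629), and the 29 claudin, integrin and cadherin mRNAs one of 0.13 (adjusted p = 0.224). The 15 mitochondrial transcripts had a median of 0.14 (adjusted p = 0.898), the polysomal markers one of 0.034 (adjusted p = 0.898) and the sub-polysomal markers one of 1.50 (adjusted p = 0.933). None of these lists passed the threshold of 0.01. The lists share members, such as Pabpc1 in the 9 mRNAs and the interactors in translation.

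The hypothesis that METTL7A1 moves mRNAs with longer 5′ UTRs was tested across 10489 genes. The Spearman correlation of shift and 5′ UTR length was -0.00474, and 0.00215 with GC offsets. Of the 10 splits of the replicate letters, 9 gave as strong a correlation, the real one included, so the data gave no sign of such a relation.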
